# CD36 enhances sensitivity of triple negative breast cancer cells to palmitate-induced ferroptosis

**DOI:** 10.1038/s41419-026-08460-3

**Published:** 2026-02-11

**Authors:** Lara Closset, Jean-Philippe Foy, Lila Louadj, Elodie Pramil, Elisabetta Marangoni, Ivan Bieche, Michèle Sabbah

**Keywords:** Breast cancer, Cell death

## Abstract

Ferroptosis is a newly identified programmed cell death induced by iron-driven lipid peroxidation and implicated as a potential approach for tumor treatment. Breast tumors develop in a complex microenvironment whose main component is adipose tissue and gain aggressiveness through increased fatty acid uptake. Here, we demonstrated that palmitic acid (PA) induced ferroptosis in triple negative breast cancers (TNBC). We found that PA increases the protein expression levels of the long-chain fatty acid transporter CD36, leading to increased lipid uptake. Mechanistically, overexpression of CD36 increases lipid peroxidation, mitochondrial ROS production, the labile iron pool, and especially Fe^2+^ content. Additionally, we found increased expression of ferroptotic target genes (HMOX1, ACSL1, SAT1) and decreased of anti-ferroptotic genes (GPX4 and FSP1) in TNBC following PA exposure. Overexpression of CD36 did not induce ferroptosis in estrogen receptor positive breast cancer. Clinically, higher CD36 expression correlated with the luminal androgen receptor (LAR) subtype of TNBC, known to exhibit a higher sensitivity to ferroptosis. Altogether, these data provide evidence for an essential role of the CD36 protein in the ferroptotic process induced by the saturated fatty acid PA, opening potential new therapeutic approaches promoting ferroptosis in the most aggressive breast cancers.

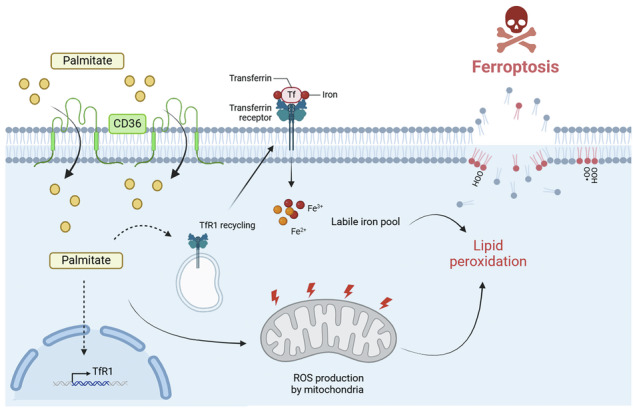

## Introduction

Breast cancer is the leading cancer in terms of incidence and mortality among women worldwide [1]. The advent of high-throughput sequencing techniques has conducted to the classification of breast cancer into different molecular subtypes corresponding to the luminal cancers expressing the estrogen and progesterone receptors (ER and PR, respectively), those over-expressing the HER2/Erb2 receptor (HER2), and the triple negative breast cancer (TNBC) characterized by the absence of expression of ER, PR, and HER2 [2]. Despite the fact that current treatments are able to target luminal and HER2 positive breast cancers, the main challenge remains for the most aggressive and resistant to anti-cancer therapies TNBC subtype.

Metabolic reprogramming of cancer cells is now recognized as a hallmark of cancer [3]. It is now well accepted that breast cancers undergo metabolic alterations leading to an increase uptake of free fatty acids coming from neighboring adipocytes [4]. The CD36 or fatty acid translocase protein is a membrane glycoprotein involved in the uptake of those long-chain fatty acids [5], and its ambivalent role in cancer progression and metastasis according to the metabolic context has been well documented [6, 7]. Indeed, recent studies have pointed out that fatty acids (FA) released by adipocytes induce the expression of CD36 in cancer cells, which increases the uptake of FA, leading to aggressiveness [8–13]. Palmitic acid (PA) is the most abundant saturated FA in breast tumor adipose tissue and is known to induce lipotoxicity. A newly described form of programmed cell death (PCD) related to lipid toxicity is ferroptosis [14]. Dixon et al. [14] first characterized this cell death by iron dependent lipid peroxidation leading to disrupt membrane properties and shrunken mitochondria. Ferroptosis is morphologically and mechanistically distinct from other PCD, such as apoptosis, necrosis, pyroptosis, and autophagy [15, 16]. Recent studies have shown that inducing ferroptosis could be an innovative strategy to target aggressive cancers, especially those with a drug- tolerant persister phenotype [17–23], but it remains challenging to identify biomarkers that could distinguish cancer cells that are inherently susceptible to ferroptosis [24].

However, little is known about the ability of PA to induce ferroptosis in TNBC cells. In this work, we demonstrated that PA is able to favor ferroptosis in TNBC but not in luminal breast cancer cells. Moreover, we showed that CD36 was able to amplify the ferroptotic process in TNBC by enhancing lipid peroxidation, mitochondrial reactive oxygen species accumulation, and iron overload through transferrin receptor 1 increased expression. By analyzing the expression of CD36 in patient-derived xenograft and in patient databases, we identified a higher CD36 expression in the luminal androgen receptor (LAR) subtype of TNBC. Overall, our results suggest that CD36 favors sensitivity of TNBC cells to PA-induced ferroptosis.

## Results

### Palmitic acid promotes cell death in different subtypes of breast cancer cells

To study the effect of PA, we treated SUM-159 and MCF-7 breast cancer cells, corresponding to a TNBC and a luminal A breast cancer cells respectively, with increasing doses of PA (Fig. 1A). SUM-159 cells exhibited a higher sensitivity towards PA (IC_50_ = 51 ± 3,61 µM) compared to MCF-7 cells (IC_50_ = 234 ± 47,97 µM) in a dose and time dependent manner (Fig. 1A, B).

**Fig. 1:**
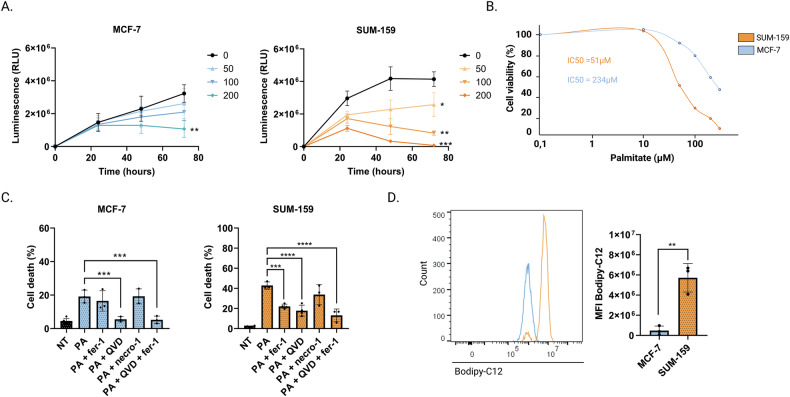
Palmitic acid promotes cell death in different subtypes of breast cancer cells. **A**, **B** MCF-7 and SUM-159 cells were treated with increasing doses of PA (50, 100 and 200 µM) during 24 h, 48 h, and 72 h. The half-inhibitory concentration (IC_50_) was evaluated after 48 h of treatment with PA. Cell viability was assessed by using ATP-based CellTiter-Glo ® 2.0 assay. **C** Cell death was determined by Annexin-V/7AAD co-labeling in MCF-7 and SUM-159 cells that were pre-incubated with fer-1 (5 µM), QVD (10 μM), or necro-1 (40 µM) for 6 h and then were treated with PA (200 μM) for 48 h. **D** PA uptake was evaluated in MCF-7 and SUM-159 cell lines by flow cytometry following staining with a PA fluorescent analog, the Bodipy FL-C12 (5 µM, 30 min). Data are expressed as a mean ± SD (*n* = 3). Data were analyzed by one-way ANOVA; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05 vs non-treated.

We found that PA was able to induce cell death in both MCF-7 and SUM-159 cells, as illustrated by the Annexin-V/7AAD staining (Fig. S1). To determine the types of cell death induced by PA, we treated MCF-7 and SUM-159 cells with Ferrostatin-1 (fer-1, ferroptosis inhibitor) and QVD.OPh (QVD, apoptosis inhibitor), and Necrostatin-1 (necro-1, necrosis inhibitor). As depicted in Fig. 1C, only the QVD was able to limit PA-induced cell death in MCF-7 cells, indicating an apoptotic process. Interestingly, in SUM-159 cells, QVD and fer-1 attenuated PA induced death, highlighting the sensitivity of SUM-159 cells to both apoptosis and ferroptosis. Those results were confirmed in two other luminal A breast cancer cells (ZR-75.1 and T47D) and two other TNBC cells (BT549 and MDA-MB-231) (Fig. S2A, B).

In order to understand those different vulnerabilities, we studied their ability to uptake PA by using the Bodipy FL-C12, a fluorescent FA analog to PA [25]. Interestingly, SUM-159 cells show a significantly increased uptake of Bodipy FL-C12 compared to MCF-7 cells (Fig. 1D), indicating that cell death observed in SUM-159 cells could be due to palmitate uptake.

### Lipid peroxidation, ROS, and iron accumulation are common mechanisms underlying palmitic acid induction of ferroptosis in TNBC cells

We next studied different hallmarks of ferroptosis, such as lipid peroxidation, mitochondrial ROS production, and iron content. Our results revealed that PA treatment induces peroxidized lipid accumulation in SUM-159 cells, whereas MCF-7 cells showed no lipid peroxidation (Fig. 2A, B). Similar results were obtained with erastin-2 or RSL3, two well-known inducers of ferroptosis, while treatment with fer-1 significantly reduced lipid peroxidation, indicating that ferroptosis was implicated in this PA-induced process (Fig. 2C).

**Fig. 2:**
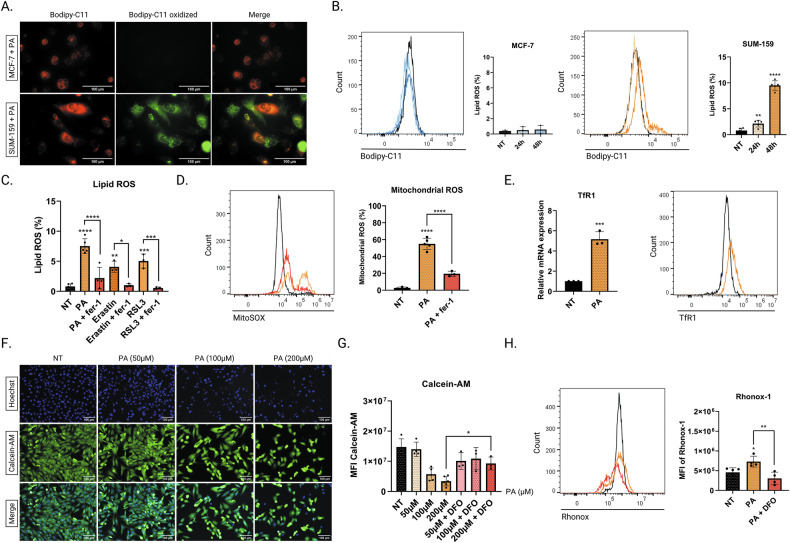
Lipid peroxidation, ROS and iron accumulation are common mechanisms underlying palmitic acid induction of ferroptosis in TNBC cells. The intracellular lipid ROS levels in MCF-7 and SUM-159 cells were analyzed with the Bodipy-C11 probe by (**A**) immunofluorescence after treatment with PA (200 µM, 24 h) or by (**B**) flow cytometry after treatment with PA (200 μM, 24 h and 48 h). **C** SUM-159 cells were treated with PA (200 µM), erastin-2 (80 µM) or with RSL3 (5 µM) alone for 48 h or after a pre-incubation with fer-1 (5 µM) for 6 h. The Bodipy-C11 oxidized form of the probe were quantified and expressed as a percentage. **D** Mitochondrial ROS was measured with MitoSOX (5 μM, 30 min) in SUM-159 cells that were treated with PA (200 µM, 48 h) alone or combined with fer-1 (5 µM). **E** mRNA and protein levels of TfR1 in SUM-159 cells treated with PA (200 µM, 24 h). **F** Iron labile pool was measured by calcein-AM (5 µM, 30 min) labelling of SUM-159 cells treated with PA (50 µM, 100 µM or 200 µM, 48 h) or **G** pre-incubated with DFO (100 µM, 6 h) before being treated with PA. **H** Ferrous iron (Fe^2+^) was evaluated by Rhonox-1 staining (5 µM, 30 min) in SUM-159 cells treated with PA (200 µM, 48 h) or pre-incubated with DFO (100 µM, 6 h) before being treated with PA. Data are expressed as a mean ± SD (*n* = 3). Data were analyzed by one-way ANOVA; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05 vs non treated.

We then assessed the mitochondrial ROS accumulation following PA treatment of SUM-159 and MCF-7 cells stained with MitoSOX, a mitochondrial superoxide probe. PA-treated cells exhibited an increased mitochondrial ROS production, which was abrogated by fer-1, validating the important role of mitochondrial ROS in PA-induced ferroptosis only for SUM-159 cells (Figs. 2D and S3).

To functionally confirm that PA-treated SUM-159 cells undergo ferroptosis, we evaluated the expression of the transferrin receptor 1 (TfR1), which is responsible for iron delivery to cells. PA-treated SUM-159 cells exhibited increased mRNA and protein expression levels of TfR1 compared to their non-treated counterparts (Fig. 2E). Consistently, we assessed the labile iron pool (LIP) following PA treatment using calcein-AM fluorophore, which quenches in the presence of Fe^2+/3+^, and found that the LIP was increasing in the presence of PA in a dose-dependent manner. This phenomenon was abrogated by deferoxamine (DFO), an iron chelator, validating the role of PA in the elevation of the LIP in SUM-159 cells (Fig. 2F, G). Finally, we evaluated the concentration of ferrous iron (Fe^2+^) content by using Fe^2+^ specific turn-on fluorescent probe RhoNox-1. We found that PA increased Fe^2+^ level in SUM-159 cells and that combination of PA and DFO prevented this process (Fig. 2H).

### Palmitic acid enhances ferroptosis by upregulating CD36

Interestingly, our previous work showed elevated levels of PA in the conditioned media from differentiated adipocytes isolated from breast tumor whereas the level of a monounsaturated FA: oleate (OL) was decreased compared to the normal breast adipose tissue [13]. Moreover, when breast tumor cell lines were incubated with these conditioned media, an increase of mRNA and protein expression levels of CD36 was observed [12]. Therefore, we investigated the expression of CD36 in MCF-7 and SUM-159 cells treated or not with PA, OL, or a combination of PA and OL. At a basal state, MCF-7 cells express low level of the CD36 protein compared to SUM-159 cells, 3% and 35% respectively (Fig. 3A). Interestingly, PA treatment increases CD36 protein expression in SUM-159 but not in MCF-7 cells. OL treatment did not have any effect on CD36 expression. Moreover, the combination of PA with OL abrogated significatively the increased CD36 expression (Fig. 3B and Table S2). Interestingly, another saturated FA, the stearic acid, increases CD36 protein expression (Fig. S4). To further elucidate the potential role of CD36 in PA-induced ferroptosis, we generated efficient stable-transfected cell lines overexpressing the CD36 protein from MCF-7 (MCF-7-CD36) and SUM-159 cells (SUM-159-CD36). The CD36 mRNA and protein overexpression were validated by RT-qPCR and flow cytometry (Fig. 3C, D).

**Fig. 3:**
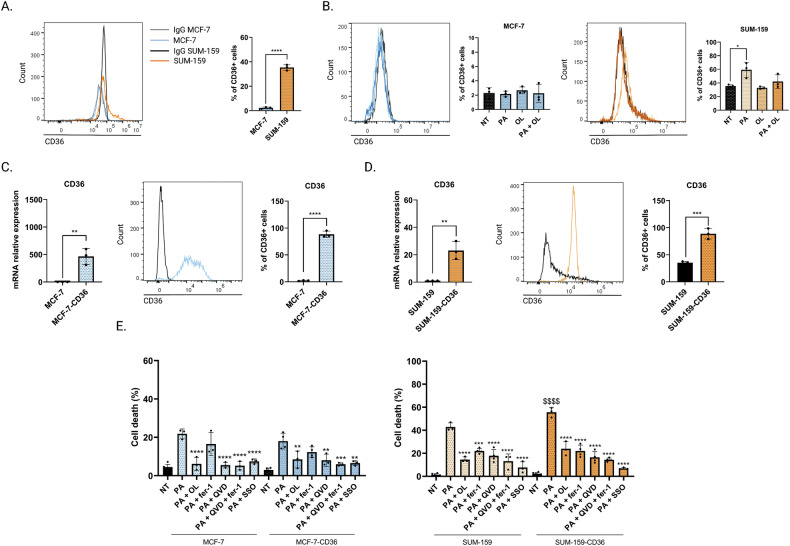
Palmitic acid enhances ferroptosis by upregulating CD36. **A**, **B** CD36 protein expression was assessed by flow cytometry in MCF-7 and SUM-159 cell lines cultured in the absence or in the presence of PA (50 µM), OL (50 µM), or PA (50 µM) combined with OL (50 µM) for 24 h. **C**, **D** Validation by qRT-PCR and by flow cytometry of the overexpression of CD36 in MCF-7 (WT, CD36) and SUM-159 (WT, CD36) cells. **E** Cell death was determined by Annexin-V/7AAD co-labeling in MCF-7 (WT, CD36) and SUM-159 (WT, CD36) cells that were pre-incubated with OL (100 µM, 30 min), fer-1 (5 µM, 6 h), QVD (10 μM, 6 h), or SSO (100 µM, 6 h) and were treated with PA (200 μM, 48 h). The percentages refer to the Annexin-V positive staining. Data are expressed as a mean ± SD (*n* = 3). Data were analyzed by one-way ANOVA; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05 vs treated with PA; $$$$*p* < 0.0001 vs SUM-159 WT + PA.

To evaluate the consequences of CD36 overexpression on PA-induced death, the four cell lines were pretreated with QVD, fer-1, OL, and a CD36-specific inhibitor: sulfo-N-succinimidyl oleate (SSO) before PA treatment. Interestingly, SUM-159-CD36 cells exhibited a higher sensitivity towards PA-induced cell death compared to SUM-159 cells. No difference in the cell death response was observed between MCF-7 and MCF-7-CD36 cells. As expected, OL and SSO inhibited PA-related cell death in the four cell lines. QVD but not fer-1 prevented PA-induced death of MCF-7 and MCF-7-CD36 cells. In contrast, fer-1 and QVD were able to abrogate PA-induced cell death of SUM-159 and SUM-159-CD36 cells (Fig. 3E and Table S3).

### CD36 favors uptake of palmitic acid and sensitivity of aggressive breast cancer cells to ferroptosis

To investigate the role of CD36 in the PA-induced ferroptosis in TNBC, SUM-159 and SUM-159-CD36 cells were exposed to PA, erastin-2, or RSL3 to evaluate the accumulation of peroxidized lipids. Overexpression of CD36 induced an increase in lipid peroxidation, which could be reversed by fer-1 (Fig. 4A, B). Moreover, SSO prevented PA-induced lipid peroxidation in both SUM-159 and SUM-159-CD36 cells, highlighting the major role of CD36 in the PA-dependent peroxidized lipid accumulation (Fig. 4B). Following PA treatment, CD36 overexpression increased mitochondrial ROS accumulation, which could be abrogated in presence of fer-1 or SSO (Fig. 4C, D). These indicated that CD36 expression is essential in PA-induced mitochondrial ROS accumulation and ferroptosis.

**Fig. 4:**
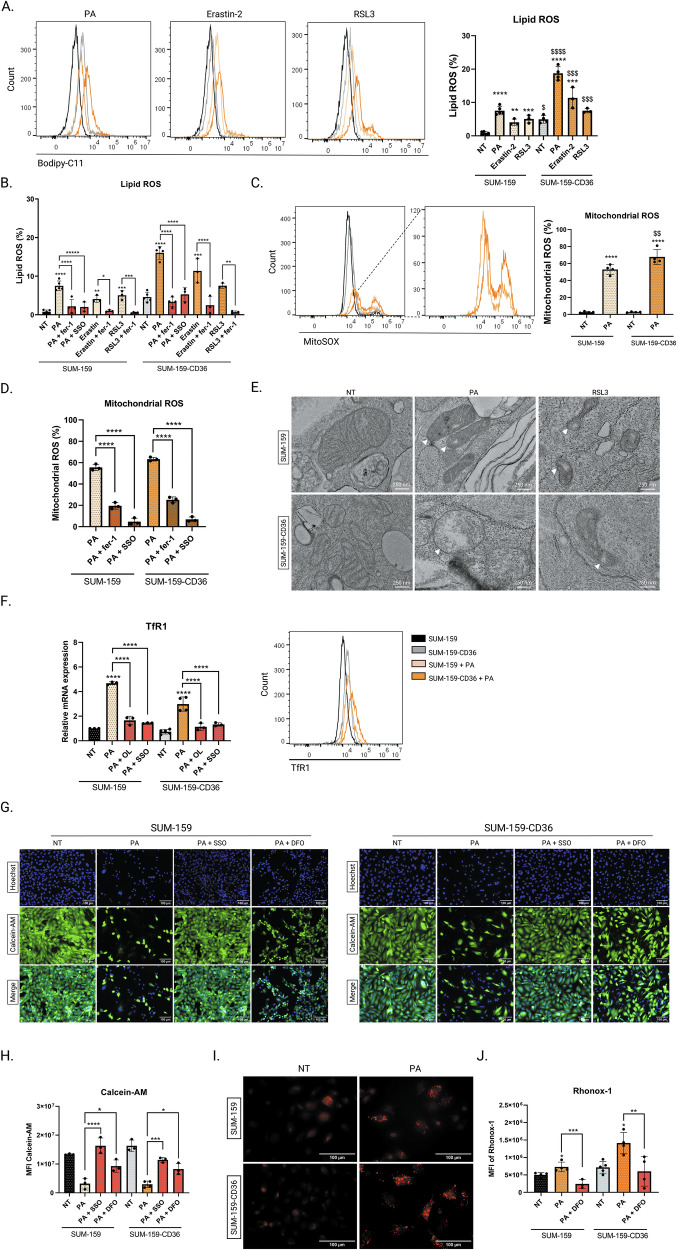
CD36 favors uptake of PA and sensitivity of aggressive breast cancer cells to ferroptosis. **A** SUM-159 (WT, CD36) cells were treated with PA (200 µM), erastin-2 (80 µM), or RSL3 (5 µM) for 48 h and peroxidized lipid production was assessed by Bodipy-C11 labelling (5 µM, 30 min). **B** SUM-159 (WT, CD36) cells were pre-incubated with SSO (100 µM, 6 h) or with fer-1 (5 µM, 6 h) and were treated with PA (200 µM, 48 h), erastin-2 (80 µM, 48 h), or with RSL3 (5 µM, 48 h). The positive cells for the Bodipy-C11 oxidized form of the probe were quantified and expressed as a percentage (*n* = 4). **C**, **D** Mitochondrial ROS over-generation was measured with MitoSOX (5 μM, 30 min) in SUM-159 (WT, CD36) cells that were treated with PA (200 µM, 48 h) alone or combined with fer-1 (5 µM) or SSO (100 µM). **E** TEM of mitochondria in SUM-159 (WT, CD36) cells treated with PA (200 µM, 48 h) or RSL3 (5 μM, 48 h). White arrowheads indicate swollen or damaged mitochondria. Scale bars = 250 nm. **F** mRNA and protein expression level of TfR1 was measured in SUM-159 (WT, CD36) cells pretreated with OL (100 µM, 30 min) or SSO (100 µM, 6 h) before being treated with PA (200 µM, 24 h). **G**, **H** Iron labile pool was measured by calcein-AM (5 µM, 30 min) labelling by immunofluorescence or flow cytometry of SUM-159 (WT, CD36) cells treated with PA (200 µM, 48 h) alone or pre-incubated with SSO (100 µM) or DFO (100 µM) for 6 h before being treated with PA. **I**, **J** Ferrous iron (Fe^2+^) was evaluated by Rhonox-1 staining (5 µM, 30 min) by immunofluorescence and by flow cytometry of SUM-159 (WT, CD36) cells treated with PA (200 µM, 24 h) or **J** pre-incubated with DFO (100 µM, 6 h) or SSO (100 µM, 6 h) before being treated with PA. Data are expressed as a mean ± SD (*n* = 3). Data were analyzed by one-way ANOVA; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05 vs non treated; *p* < 0.0001; $$$*p* < 0.001; $$*p* < 0.01; $*p* < 0.05 vs SUM-159 WT.

To analyze the effect of CD36 following PA exposure on mitochondrial morphology we performed transmission electron microscopy (TEM). In PA or RSL3 exposed cells, we found swollen mitochondria with decreased or vanished cristae, which are specific characteristics of the ferroptosis death [14, 26]. This was particularly amplified in SUM-159-CD36 cells (Fig. 4E).

Interestingly, we found at protein level but not at mRNA level a higher expression of TfR1 in PA-treated SUM-159-CD36 compared to SUM-159 cells (Fig. 4F). These effects were inhibited in the presence of OL or SSO, supporting the idea that PA-related increased iron uptake is dependent of CD36. According to these results, we found an increased LIP in PA-treated SUM-159-CD36 cells, which was abrogated by SSO and DFO (Fig. 4G, H).

Finally, we found that PA increased the Fe^2+^ content and that CD36 overexpression accentuated this effect, which could be abrogated by DFO (Fig. 4I, J).

In order to confirm the role of CD36 to palmitate-induced ferroptosis, we silenced CD36 in SUM-159 cells by using two pooled siRNAs and showed a decrease of CD36 expression even in presence of PA at RNA and protein levels (Fig. 5A, B, C). As expected, CD36 silencing limited cell death and prevented lipid peroxidation, mitochondrial ROS production, and increased LIP, confirming the role of CD36 in PA-related ferroptosis (Fig. 5D).

**Fig. 5:**
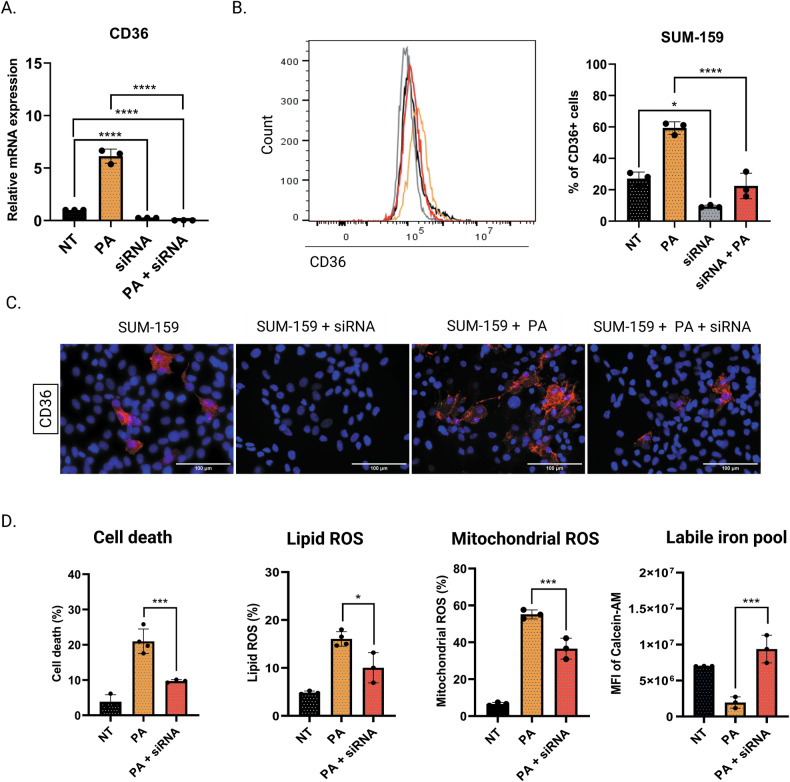
CD36 silencing limits palmitate-induced ferroptosis in SUM-159. **A**–**C** Validation by qRT-PCR, flow cytometry, and by immunofluorescence of the silencing of CD36 in SUM-159 cells pre-treated with 2 µM or with CD36-siRNA for 48 h before being treated or not with PA during 24 h. **D** SUM-159 cells were preincubated with 2 µM of CD36si-RNA for 48 h before being treated or not with PA (200 µM) during 24 h before assessing cell death by Annexin-V/7AAD co-labeling, peroxidized lipid production by Bodipy-C11 labelling (5 µM, 30 min), mitochondrial ROS over-generation with MitoSOX (5 μM, 30 min), and the iron labile pool with calcein-AM (5 µM, 30 min) by flow cytometry. Data are expressed as a mean ± SD (*n* = 3). Data were analyzed by one-way ANOVA; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05 vs SUM-159 + PA.

### Expression of CD36 potentiates ferroptosis in TNBC

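RNA sequencing covered 8 libraries, 1 for each of MCF-7, MCF-7-CD36, SUM-159 and SUM-159-CD36 cells without treatment and after 24 h with 200 µM PA. MCF-7 is a luminal, estrogen receptor-positive breast cancer cell line and SUM-159 is a mesenchymal TNBC cell line. The CD36 lines are stable transfectants that were selected and cloned, so an effect of CD36 and a difference between cell populations cannot be separated in these libraries. No condition had a replicate. Poly(A) RNA was sequenced on the NovaSeq X Plus platform, and the authors deposited read counts for 57905 Ensembl genes. The counts are not normalized and were made with HISAT2 2.0.5 and featureCounts 1.5.0-p3. The notes with the counts name the build hg38, but 94.2% of 52234 genes lay over 10000 bases from their GRCh38 position. The coordinates printed here are those of the table, which are of the GRCh37 type. Total counts were 49295259 in MCF-7, 45348648 in MCF-7 + PA, 41785400 in MCF-7-CD36 and 56243725 in MCF-7-CD36 + PA. They were 47345436 in SUM-159, 61833097 in SUM-159 + PA, 63986498 in SUM-159-CD36 and 64430830 in SUM-159-CD36 + PA. Before TMM scaling, 1 CPM thus stood for 41.8 to 64.4 counts. For the tests, the 8 libraries were fitted together with edgeR on TMM-normalized counts, with the 4 cell backgrounds as blocks and 1 PA term for each cell line. The SUM-159 and SUM-159-CD36 pairs, and likewise the MCF-7 and MCF-7-CD36 pairs, thus took the place of replicates of the PA effect. A difference between the pairs counted as spread (6 coefficients, 2 residual degrees of freedom). Where a pair is left out below, the spread comes from the pairs of the other cell line alone. A gene passed at an adjusted p under 0.05 over the 22418 genes with enough counts. A comparison of a single library with another is given as a ratio of TMM-scaled CPM without a test, and its 95% interval (exact, Clopper-Pearson) covers counting error only. The main gene tests, the 37 gene lists, the rule for naming genes and the alternative settings, except those stated to be added later, were fixed before the data were examined.
CD36, the fatty acid transporter studied here (ENSG00000135218, chromosome 7, 79998891 to 80308593), was at 0.0770 CPM in MCF-7, 7.38 CPM in MCF-7-CD36, 3.12 CPM in SUM-159 and 25.1 CPM in SUM-159-CD36 cells. Without PA its ratio was 95.8 (37.1 to 354) between MCF-7-CD36 and MCF-7 and 8.04 (6.74 to 9.67) between SUM-159-CD36 and SUM-159. After PA the ratios were 178 (60.5 to 863) and 14.4 (12.1 to 17.2). Over both treatments the log2 fold change was 6.98 in the MCF-7 lines (standard error 0.38, adjusted p = 5.9e-04 from edgeR's quasi-likelihood test) and 3.43 in the SUM-159 lines (standard error 0.24, adjusted p = 3.5e-04 from the same test). With PA the ratio of CD36 was 0.770 (0.604 to 0.983) in SUM-159 and 1.38 (1.29 to 1.47) in SUM-159-CD36, and the log2 difference between these PA effects was 0.84 (standard error 0.31, adjusted p = 0.29 from the same test). As the pairs moved in opposite directions, their mean log2 fold change of 0.10 (standard error 0.23, adjusted p = 0.79 from the same test) describes neither.

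**Figure D1:**
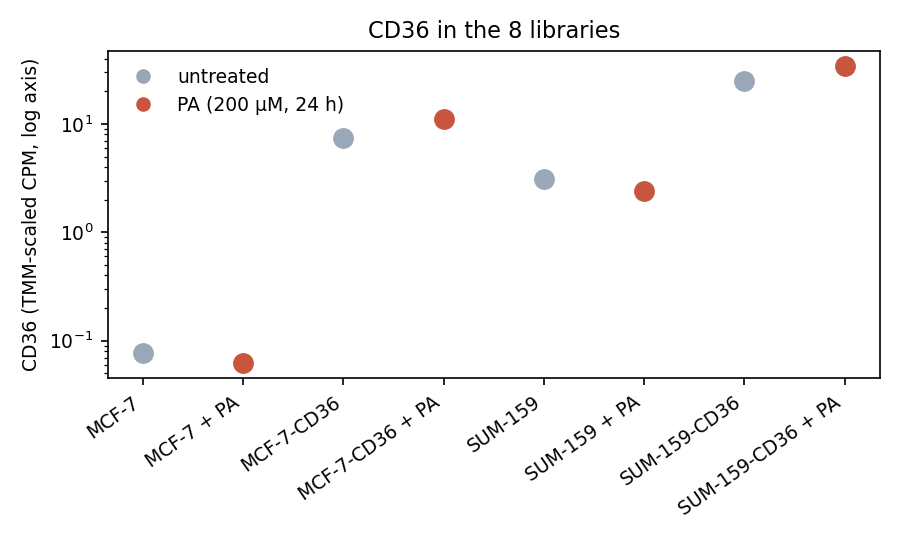
CD36 level in each of the 8 libraries, in CPM on a log axis, with grey points for untreated and red points for PA-treated cells. Each CD36 line lies above its parental line, and untreated SUM-159 (3.12 CPM) lies above untreated MCF-7 (0.0770 CPM).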

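After PA, SUM-159 and SUM-159-CD36 cells held more transcripts of endoplasmic reticulum (ER) folding, of the ATF4 stress response and of inflammation, and fewer of the cell cycle, fatty acid synthesis and central carbon metabolism. Of 24 tested ER chaperone genes, 23 rose and none fell (23 rose when adjusted over the list alone). Of 27 ATF4 and CHOP stress genes 22 rose and none fell (24 rose when adjusted over the list alone). HSPA5, the main ER chaperone, went from 423 to 6174 CPM in SUM-159 and from 1118 to 7195 CPM in SUM-159-CD36, a log2 fold change of 3.28 (standard error 0.27, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test). HERPUD1, which takes part in ER-associated degradation, had a log2 fold change of 3.46 (standard error 0.22, adjusted p = 1.1e-04 from the same test). Among the ATF4 and CHOP genes, GDF15, a stress-induced cytokine, was 94.5-fold higher with PA in SUM-159 and 28.9-fold higher in SUM-159-CD36. The transcription factor ATF3 was 79.2-fold and 9.98-fold higher, and PPP1R15A, a phosphatase subunit that restarts translation, was 14.4-fold and 15.3-fold higher. Of 34 TNF and NF-κB inflammatory genes, 29 rose and none fell (30 rose when adjusted over the list alone). CXCL8, a neutrophil chemokine, was at 0.832 CPM in SUM-159 and 960 CPM in SUM-159 + PA, and at 17.8 CPM and 1075 CPM in the SUM-159-CD36 pair (log2 fold change 7.44, standard error 0.90, adjusted p = 8.4e-04 from the same test). CSF3, a granulocyte growth factor, had 0 counts in SUM-159 and 38.7 CPM in SUM-159 + PA, at least 558-fold higher against a floor of 3 counts. Its ratio in the SUM-159-CD36 pair was 127 (78.1 to 223). PTGS2, which makes prostaglandins and is a known marker of ferroptosis, had a log2 fold change of 5.26 (standard error 0.46, adjusted p = 4.5e-04 from the same test) from 2 counts in SUM-159 and 7 counts in SUM-159-CD36. Of 28 immediate early and MAPK feedback genes, 18 rose and 1, SPRED1, named after its value was seen, fell (19 and 1 when adjusted over the list alone). Without the SUM-159 pair SPRED1 did not pass the same test (adjusted p = 0.186).
Of 32 cell cycle genes, 26 fell and none rose (28 fell when adjusted over the list alone). CCNE1, which drives entry into S phase, fell by 2.10 on the log2 scale (standard error 0.16, adjusted p = 1.8e-04 from edgeR's quasi-likelihood test). The replication helicase subunit MCM4 fell by 1.96 (standard error 0.11, adjusted p = 8.6e-05 from the same test), and RRM2, a subunit of ribonucleotide reductase, fell by 1.89 (standard error 0.10, adjusted p = 7.2e-05 from the same test). Of 11 fatty acid synthesis genes, 8 fell and none rose (9 fell when adjusted over the list alone). Among them were FASN, the fatty acid synthase (log2 fold change −1.28, standard error 0.08, adjusted p = 1.1e-04 from the same test), and ACACB, an acetyl-CoA carboxylase (log2 fold change −2.49, standard error 0.19, adjusted p = 1.6e-04 from the same test). Of 31 nuclear genes of oxidative phosphorylation 21 fell and none rose, of 21 genes of the tricarboxylic acid cycle 15 fell and IDH3G rose, and of 19 glycolysis genes 14 fell and HK2 rose (25, 15 and 16 fell, and 1 rose in each, when adjusted over the list alone). Of 13 mitochondrially encoded genes, a sign of RNA quality, 7 fell as well and none rose (8 fell when adjusted over the list alone). The share of mitochondrial rRNA counts went the other way, from 0.344% to 0.632% in SUM-159 and from 0.356% to 0.602% in SUM-159-CD36. In MCF-7 it went from 0.744% to 0.800% and in MCF-7-CD36 from 0.611% to 0.664%. RNA quality and metabolism are not separated by these genes. IDH2, a mitochondrial isocitrate dehydrogenase, had a log2 fold change of −1.41 (standard error 0.11, adjusted p = 1.6e-04 from the same test) and LDHA, a lactate dehydrogenase subunit, one of −1.36 (standard error 0.09, adjusted p = 1.2e-04 from the same test). IDH3G and HK2 were named after their values were seen. IDH3G did not pass without either pair (adjusted p = 0.125 without the SUM-159 and 0.0602 without the SUM-159-CD36 pair), and HK2 did not pass without the SUM-159-CD36 pair (adjusted p = 0.110 from the same test). Of 22 genes of PPAR targets and fatty acid oxidation, 12 rose and 2, HADH and UCP2, fell, both over all genes and when adjusted over the list alone. PDK4, which restrains the use of pyruvate, was 19.5-fold higher with PA in SUM-159 and 9.99-fold higher in SUM-159-CD36, and PLIN2, which coats lipid droplets, was 9.71-fold and 14.4-fold higher. HADH and UCP2 were named after their values were seen, and HADH was not past the test without the SUM-159 pair (adjusted p = 0.199 from the same test), nor UCP2 without the SUM-159-CD36 pair (adjusted p = 0.0720 from the same test).
The strongest changes among genes with a mean log2 CPM of at least 2 included HID1, a protein of dense core vesicle formation (log2 fold change 5.90, standard error 0.22, adjusted p = 6.5e-05 from edgeR's quasi-likelihood test), and ZNF488, a transcriptional regulator (log2 fold change −5.59, standard error 0.37, adjusted p = 1.2e-04 from the same test). In all, 7937 of 22418 genes passed this test, 3921 higher and 4016 lower with PA. By size alone, 824 of 14459 genes at 1 CPM or more differed 4-fold or more in the SUM-159 pair (545 higher, 279 lower) and 704 of 14549 in the SUM-159-CD36 pair (342 higher, 362 lower). Across genes, the log2 ratios of the pairs had a Pearson correlation of 0.668, and genes are not independent replicates. Without the pair block 3168 genes passed.

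**Figure D2:**
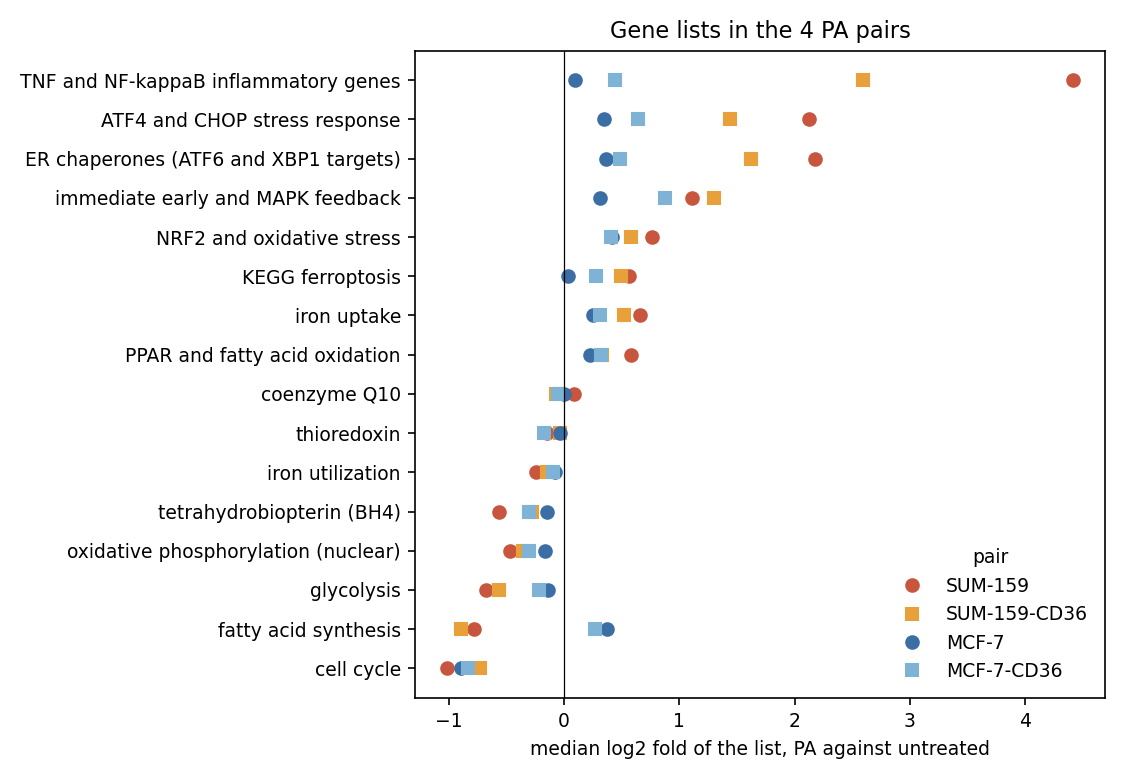
Median log2 ratio of PA-treated to untreated cells for 16 gene lists, with 1 point for each of the SUM-159, SUM-159-CD36, MCF-7 and MCF-7-CD36 pairs. The ER, ATF4 and inflammatory lists lie above 0 in both SUM-159 pairs, with ER medians of 2.18 and 1.62, and the cell cycle list lies below 0 in every pair.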

To explore the correlation between CD36 and ferroptosis, we performed transcriptomic analysis and evaluated the transcriptomic changes following PA exposition of SUM-159 and SUM-159-CD36 cells (Fig. 6A, B). KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis revealed that upregulated genes due to PA exposure were significantly enriched in ferroptosis pathway, particularly in SUM-159-CD36 cells (Fig. 6C, D). Those results were not found in MCF-7 and MCF-7-CD36 cells treated with PA, as well as SUM-159 and SUM-159-CD36 in absence of PA (Fig. S5, S6A, S6B).

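Of 38 tested genes of the KEGG ferroptosis pathway, 17 rose with PA over the SUM-159 lines and 3 fell (18 and 3 when adjusted over the list alone). SLC7A11, the cystine transporter, rose by a log2 fold change of 2.61 (standard error 0.35, adjusted p = 0.0014 from edgeR's quasi-likelihood test). Its partner SLC3A2 rose by 2.48 (standard error 0.16, adjusted p = 1.1e-04 from the same test). The rise of SLC7A11 was 1.92 without the SUM-159 pair and 3.31 without the SUM-159-CD36 pair. The ferritin genes rose too, with FTH1, the heavy chain that stores iron (log2 fold change 1.69, standard error 0.14, adjusted p = 2.3e-04 from the same test), and FTL, the light chain (log2 fold change 0.61, standard error 0.13, adjusted p = 0.0083 from the same test). Of 10 iron uptake genes, 5 rose and none fell (6 rose when adjusted over the list alone). They were the metal importers SLC39A8 (log2 fold change 1.72, standard error 0.30, adjusted p = 0.0043 from the same test), SLC11A2 (1.20) and SLC39A14 (1.15), the transferrin receptor TFRC (0.49) and CD44, a hyaluronate receptor also tied to iron endocytosis (0.57). The 3 members that fell were named after their values were seen. They were VDAC3, a channel of the mitochondrial outer membrane (log2 fold change −0.78, standard error 0.09, adjusted p = 7.6e-04 from the same test), LPCAT3, which puts polyunsaturated fatty acids into phospholipids (−0.45, standard error 0.11, adjusted p = 0.019 from the same test), and the tumour suppressor TP53 (−0.30, standard error 0.09, adjusted p = 0.038 from the same test). Without the SUM-159-CD36 pair, LPCAT3 (adjusted p = 0.107) and TP53 (adjusted p = 0.141) did not pass the same test. A longer list of 62 ferroptosis genes had 31 higher and 9 lower (34 and 10 when adjusted over the list alone).
In the SUM-159 pair the median log2 ratio of the pathway was 0.56, above every one of 10000 random lists of like expression, with 14 members at least 2-fold higher, 1 at least 2-fold lower and 7 at least 4-fold higher. In the SUM-159-CD36 pair the median was 0.50, at percentile 99.98, with 11 members at least 2-fold higher, 1 at least 2-fold lower and 3 at least 4-fold higher. The 7 members that are also on the ATF4 or NRF2 lists had medians of 2.25 in the SUM-159 pair and 1.77 in the SUM-159-CD36 pair, and the other 31 members had medians of 0.34 and 0.04. Without HMOX1, SAT1 and ACSL1 the median was 0.42 in the SUM-159 pair (percentile 99.95) and 0.16 in the SUM-159-CD36 pair (percentile 95.6). Against the other genes the list was higher with PA (adjusted p = 3.95e-04 from limma's camera with a preset correlation of 0.01). It did not pass when camera estimated the correlation (adjusted p = 0.451 with an estimated correlation). With this estimate, made on 2 residual degrees of freedom, 0 of the 37 lists passed, so it does not set this list apart.
Whether the PA effect differed between SUM-159-CD36 and SUM-159 was tested in a fit with 7 coefficients and 1 residual degree of freedom, which takes these lone libraries to vary like the CD36-by-PA term of the MCF-7 lines. A single pathway member passed. It was SLC39A8, whose PA effect was lower in SUM-159-CD36 by 1.46 on the log2 scale (log2 difference −1.46, standard error 0.18, adjusted p = 0.0058 from edgeR's quasi-likelihood test). When adjusted over the list alone, 5 members were lower. In all, 307 genes passed, 42 with a higher and 265 with a lower PA effect in SUM-159-CD36 (199 genes with DESeq2 and 663 with no filter on low counts). From a KEGG analysis of the genes raised by PA, the paper states that these were enriched in the ferroptosis pathway, above all in SUM-159-CD36 cells (Fig. 6C, D).

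**Figure D3:**
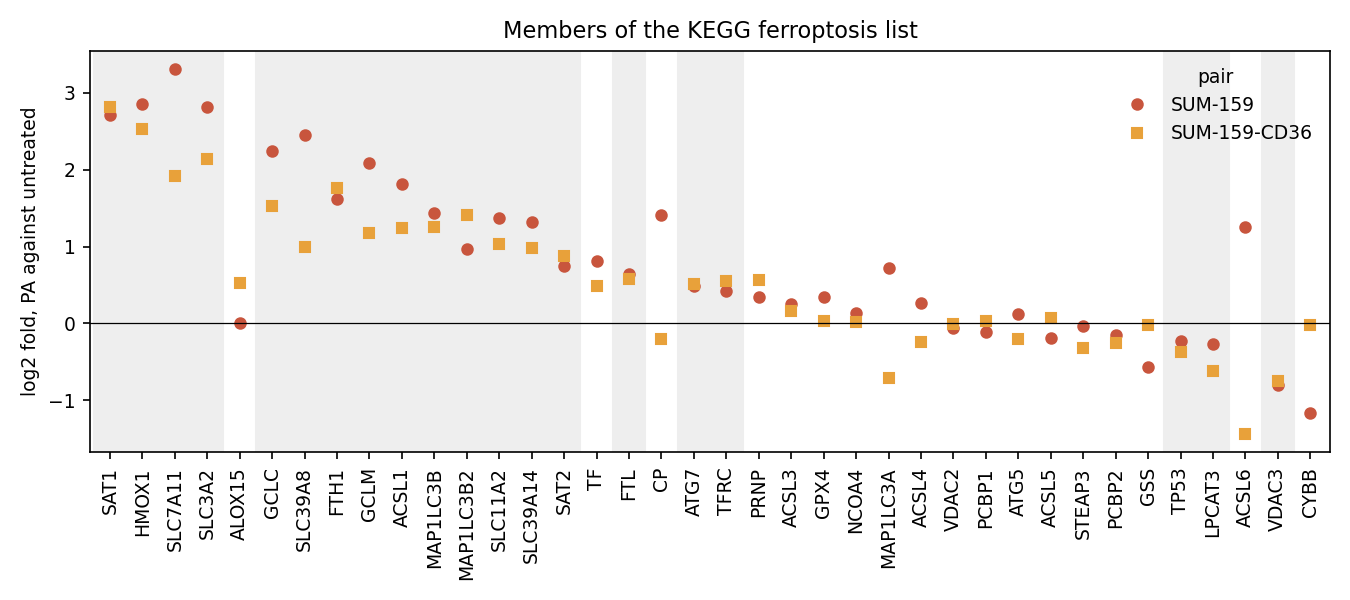
Log2 ratio of PA-treated to untreated cells for the 38 tested members of the KEGG ferroptosis pathway, sorted by the fitted change, with red circles for SUM-159 and orange squares for SUM-159-CD36. Grey bands mark the members past the edgeR test over the SUM-159 lines, 17 higher and 3 lower. MAP1LC3B2 is a near-identical copy of MAP1LC3B and may share its reads.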

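In the MCF-7 lines, 8 of the 38 pathway members rose with PA and 1 fell (10 and 1 when adjusted over the list alone). HMOX1, which breaks down heme and frees iron, had a log2 fold change of 2.07 (standard error 0.30, adjusted p = 0.012 from edgeR's quasi-likelihood test). SAT1, which acetylates polyamines, had one of 1.28 (standard error 0.21, adjusted p = 0.017 from the same test), and SLC7A11 one of 1.60 (standard error 0.35, adjusted p = 0.041 from the same test). FTH1 (1.00), FTL (0.71), TFRC (0.52) and STEAP3, an endosomal iron reductase (0.52), also rose, as did ACSL3, which activates fatty acids (0.78), and VDAC3 fell (−0.56). Of these, ACSL3 and VDAC3 were named after their values were seen. ACSL1 had a log2 fold change of 0.50 (standard error 0.16, adjusted p = 0.12 from the same test, with 6.5e-04 to 0.833 over the alternatives). It passed with DESeq2, with no filter on low counts and in a fit of the 4 MCF-7 libraries alone. The median log2 ratio of the pathway was 0.03 in the MCF-7 pair, at percentile 80.4 of the random lists, with 3 members at least 2-fold higher and 1 at least 2-fold lower. In the MCF-7-CD36 pair it was 0.27, above every random list of like expression. There 6 members were at least 2-fold higher and none at least 2-fold lower. Among lists matched on gene length, the median of the MCF-7-CD36 pair lay at percentile 99.55. Those lists had a mean of 3.33 members at least 2-fold higher. Over both MCF-7 pairs the list did not pass camera with the preset correlation (adjusted p = 0.0593). It did not pass with an estimated correlation either (adjusted p = 0.708 from camera). The calls of single genes in the MCF-7 lines came from a fit with both pairs. A fit without a pair judges the MCF-7 pair that remains by the spread between the SUM-159 pairs. Without the MCF-7-CD36 pair HMOX1 did not pass (adjusted p = 0.158 from the same test). The genes SAT1, SLC7A11, FTH1, FTL, TFRC, STEAP3, ACSL3 and VDAC3 did not pass without either pair. The PA effect itself was compared between the lines, and 11 members had a higher and 2 a lower log2 change in the SUM-159 than in the MCF-7 lines (11 and 3 when adjusted over the list alone). For this difference the list had an adjusted p = 0.0197 from camera with the preset correlation and an adjusted p = 0.803 with an estimated correlation. With the estimated correlation 0 of the 37 lists passed for this difference.
Without PA, 5 of the 38 members were at least 2-fold higher and none at least 2-fold lower in SUM-159-CD36 than in SUM-159, with a median log2 ratio of 0.12 (percentile 95.1). After PA 1 was at least 2-fold higher and 1 lower, and the median was −0.09 (percentile 2.93). Between MCF-7-CD36 and MCF-7 the median was −0.18 without PA (percentile 0.29, 1 member at least 2-fold higher and 4 lower) and 0.03 after PA (percentile 77.8, 3 and 3). Over both treatments 1 member was higher in SUM-159-CD36, GCLM, a subunit of the enzyme that starts glutathione synthesis (log2 fold change 0.95, standard error 0.21, adjusted p = 0.026 from edgeR's quasi-likelihood test), while 6 were lower (5 and 6 when adjusted over the list alone). The lower ones were FTH1 (−0.68), ACSL1 (−0.66), SAT2, a relative of SAT1 (−0.61), ACSL5, an acyl-CoA synthetase (−0.53), TP53 (−0.41) and VDAC3 (−0.36), of which ACSL5, TP53 and VDAC3 were named after their values were seen. Without the untreated SUM-159 pair, SAT2 (adjusted p = 0.0663) and VDAC3 (adjusted p = 0.0588) did not pass the same test.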

**Fig. 6:**
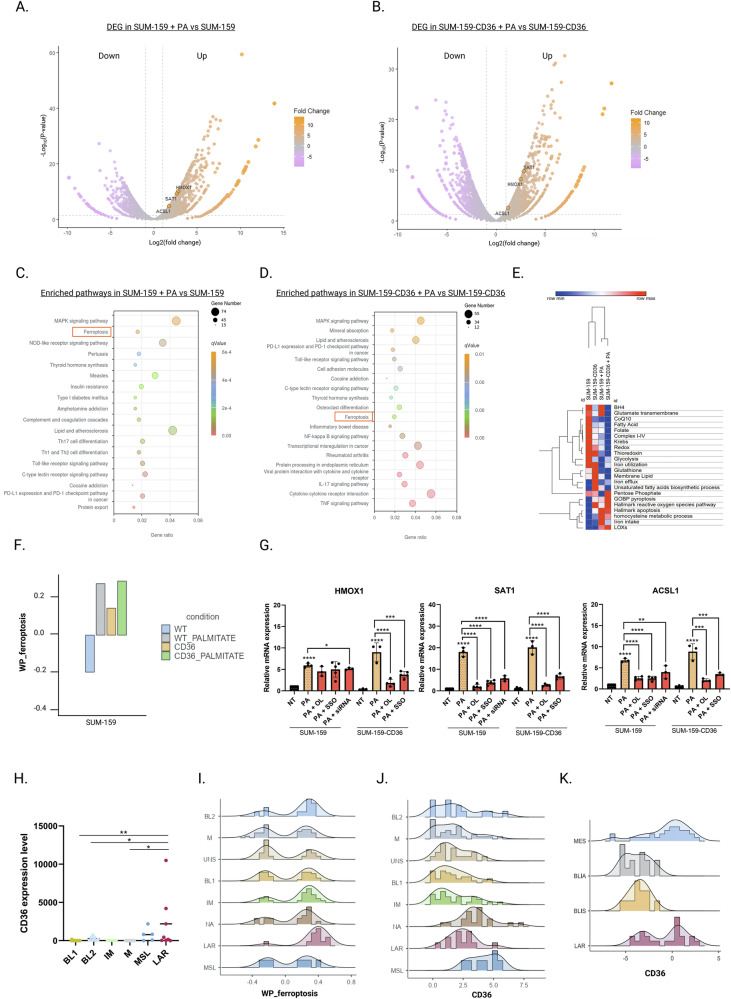
Expression of CD36 potentiates ferroptosis in TNBC. **A** Volcano plot showing the results of differential expression analysis between SUM-159 or (**B**) SUM-159 CD36 cells treated with 200 µM of PA during 24 h vs their non-treated counterparts (orange represents up-regulated expression, violet represents down-regulated expression). The pro-ferroptotic genes HMOX1, SAT1 and ACSL1 are highlighted in orange. **C**, **D** KEGG pathway enrichment analysis of differentially expressed genes showing the altered significant pathways in SUM-159 or SUM-159-CD36 cells following PA treatment. **E** Heatmap showing the normalized ferroptosis-related pathway enrichment scores of SUM-159 (WT, CD36) treated or not with PA (200 µM) during 24 h calculated by single sample gene set enrichment analysis (ssGSEA). **F** Enrichment score of ferroptosis pathway for each sample using gene set variation analysis (GSVA). **G** mRNA expression level of HMOX1, SAT1 and ACSL1 was measured in SUM-159 (WT, CD36) pretreated with OL (100 µM, 30 min), with SSO (100 µM, 6 h) or with 20 nM of CD36si-RNA for 48 h before being treated with PA (200 µM, 24 h). **H** Variations of human CD36 gene expression within the TNBC tumor xenograft (*n* = 54) subtypes classified according to Lehmann classification^22^: basal-like 1 (BL1; *n* = 15), basal-like 2 (BL2; *n* = 7), immunomodulatory (IM; *n* = 4), mesenchymal (M; *n* = 15), unstable (UN), not characterize (NA), mesenchymal stem-like (MSL; *n* = 5) and luminal androgen receptor (LAR; *n* = 8). **I** Enrichment score of ferroptosis pathways among TNBC transcriptomic subtypes according to Lehmann classification in TCGA-TNBC (*n* = 158) cohort. **J** CD36 gene expression within TCGA-TNBC cohort according to Lehmann classification. **K** CD36 gene expression within Jovanović et al. cohort, according to Burstein classification^24^ (*n* = 95) was classified according Burstein classification^24^: the mesenchymal (MES), the basal-like immune activated (BLIA), the basal-like immunosuppressed (BLIS), and the LAR subtypes. Data are expressed as a mean ± SD (*n* = 3). Data were analyzed by one-way ANOVA; ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05 vs non treated.

Single-sample gene set enrichment analysis (ssGSEA) was performed to obtain a normalized enrichment score of ferroptosis-related metabolic pathways (Figs. 6E, F and S6C). 

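Between untreated SUM-159 and SUM-159-CD36 cells, the ferroptosis and oxidative stress scores were higher in SUM-159-CD36, the iron utilization, coenzyme Q10 and tetrahydrobiopterin (BH4) scores were lower, and the thioredoxin score was higher. The ssGSEA score of the KEGG ferroptosis list was 0.361 in SUM-159 and 0.371 in SUM-159-CD36, and 0.2715 in MCF-7 and 0.2496 in MCF-7-CD36. For iron utilization, a list of heme and iron-sulfur cluster genes, the scores were 0.309 and 0.286 in the SUM-159 lines and 0.266 and 0.258 in the MCF-7 lines. For NRF2 targets and oxidative stress genes they were 0.436 and 0.469, and 0.372 and 0.358. The gene sets of the paper are not listed in its text, so lists written for this comparison were used, with the NRF2 list in place of the reactive oxygen species pathway. Scores were computed on log2 CPM for each library alone, and scores were not tested.
Single genes were tested over both treatments. Of 24 iron utilization genes in the SUM-159 lines, ISCA1, an iron-sulfur cluster carrier, was higher in SUM-159-CD36 (log2 fold change 0.39, standard error 0.10, adjusted p = 0.042 from edgeR's quasi-likelihood test) and its partner ISCA2 was lower (−0.50, standard error 0.12, adjusted p = 0.040 from the same test). Neither passed when adjusted over the list alone, where 9 had an unadjusted p under 0.05 and DESeq2 called 1 higher and 1 lower over all genes. ISCA2 did not pass without the untreated pair (adjusted p = 0.0578 from the same test). Of 23 NRF2 and oxidative stress genes, 5 were higher and 1, FTH1, was lower (9 and 2 when adjusted over the list alone). The higher ones were AKR1B10, an aldehyde reductase (log2 fold change 2.90, standard error 0.53, adjusted p = 0.013 from the same test), GCLM, OSGIN1, an NRF2 target (0.68), and, named after their values were seen, PGD and ABCC2. Of 16 coenzyme Q10 genes, PDSS2, which builds the side chain (−0.60, standard error 0.13, adjusted p = 0.025 from the same test), and COQ9 (−0.56) were lower and none was higher, also when adjusted over the list alone. Of 14 thioredoxin genes, TXNRD2, the mitochondrial thioredoxin reductase, was higher (log2 fold change 1.25, standard error 0.10, adjusted p = 6.7e-04 from the same test) and none was lower (3 and 0 when adjusted over the list alone). Of 8 BH4 genes, PCBD1, which recycles BH4, was lower (−0.78, standard error 0.11, adjusted p = 0.0053 from the same test) and none was higher, also when adjusted over the list alone.
In the MCF-7 lines, NFU1 (−0.71) and LYRM4 (−0.50) of the iron utilization list, TXN (−0.47) of the thioredoxin list and ME1 (−0.69) of the NRF2 list were lower in MCF-7-CD36, ABCC1 (0.58) of the NRF2 list was higher, and none of these 5 passed edgeR's quasi-likelihood test without either treatment pair. No member of the coenzyme Q10 and BH4 lists passed in the MCF-7 lines (4 of 16 and 2 of 8 at an unadjusted p under 0.05, and 1 and 0 with DESeq2). In untreated cells the coenzyme Q10 score was 0.257 in SUM-159 and 0.243 in SUM-159-CD36 (0.240 and 0.243 in the MCF-7 lines), the thioredoxin score was 0.437 and 0.449 (0.432 and 0.429), and the BH4 score was 0.224 and 0.189 (0.255 and 0.251).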

Interestingly, CD36 overexpression in SUM-159 cells but not in MCF-7 cells increases the enrichment score of the ferroptosis pathway in conjunction with the upregulation of iron utilization, reactive oxygen species pathway, and the downregulation of ferroptosis suppressor pathway, such as CoQ10, thioredoxin, and BH4. This phenomenon was accentuated following PA treatment in both SUM-159 and SUM-159-CD36 cells but not in MCF-7 and MCF-7-CD36 cells. Moreover, the ferroptotic pathway analysis revealed an enrichment of ferroptosis only in SUM-159 and SUM-159-CD36 cells but not in MCF-7 and MCF-7-CD36 cells following PA treatment (Figs. 6F and S6D).

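With PA, a part of the oxidative stress genes rose in the SUM-159 lines, while more genes of iron utilization, thioredoxin and BH4 metabolism fell than rose. Of 23 NRF2 and oxidative stress genes, 13 rose and 2, G6PD and SOD1, named after their values were seen, fell (14 and 2 when adjusted over the list alone). OSGIN1 had a log2 fold change of 3.00 (standard error 0.17, adjusted p = 8.6e-05 from edgeR's quasi-likelihood test). SQSTM1, an autophagy receptor that frees NRF2, had one of 2.48 (standard error 0.11, adjusted p = 6.5e-05 from the same test), and SOD2, the mitochondrial superoxide dismutase, one of 3.94 (standard error 0.52, adjusted p = 0.0012 from the same test). The effect on SOD2 was lower in SUM-159-CD36 than in SUM-159 (log2 difference −2.36, standard error 0.15, adjusted p = 2.5e-04 from the same test).
Of 24 iron utilization genes, 10 fell and 4 rose (11 and 4 when adjusted over the list alone). ALAD, an enzyme of heme synthesis, had a log2 fold change of −1.27 (standard error 0.12, adjusted p = 3.1e-04 from edgeR's quasi-likelihood test), and BOLA3, which helps to load iron-sulfur clusters, one of −0.69 (standard error 0.19, adjusted p = 0.029 from the same test, and 0.154 without the SUM-159 pair). The 4 that rose, named after their values were seen, were the mitochondrial iron importers SLC25A37 and SLC25A28, the cluster scaffold ISCU and LYRM4. Without the SUM-159-CD36 pair ISCU (adjusted p = 0.167) and SLC25A37 (adjusted p = 0.0512), and without the SUM-159 pair LYRM4 (adjusted p = 0.0933), did not pass the same test. Of 16 coenzyme Q10 genes 2 rose and 3 fell, also when adjusted over the list alone. COQ10B, a coenzyme Q chaperone (log2 fold change 1.66, standard error 0.10, adjusted p = 1.1e-04 from the same test), and AIFM2 (FSP1), which regenerates reduced coenzyme Q (0.73, standard error 0.10, adjusted p = 0.0013 from the same test), rose. COQ3, a methyltransferase of the pathway (−1.02, standard error 0.15, adjusted p = 0.0021 from the same test), COQ8A (−0.38) and COQ9 (−0.36), the latter named after its value was seen, fell. COQ8A did not pass without the SUM-159-CD36 pair (adjusted p = 0.0956 from the same test), nor COQ9 without the SUM-159 pair (adjusted p = 0.185 from the same test). Of 14 thioredoxin genes 6 fell and 4 rose (6 and 5 when adjusted over the list alone). They included PRDX1, a peroxide-reducing enzyme, at −0.98 (standard error 0.08, adjusted p = 2.3e-04 from the same test) and SRXN1, which repairs peroxiredoxins, at 0.93 (standard error 0.19, adjusted p = 0.0085 from the same test, and 0.0520 without the SUM-159-CD36 pair). The other 3 that rose were TXN, TXNIP and TXNL1, of which TXN and TXNL1 were named after their values were seen and TXN did not pass without the SUM-159-CD36 pair (adjusted p = 0.183 from the same test). Of 8 BH4 genes, GCH1, which makes the first intermediate, rose (0.81) and 4 fell, also when adjusted over the list alone. These were DHFR (−2.03), GCHFR, which inhibits GCH1 (−2.03), SPR (−0.91) and, named after its value was seen, PCBD1 (−0.63).
In the MCF-7 lines, 9 NRF2 and oxidative stress genes rose and 1, SOD1, fell (12 and 1 when adjusted over the list alone). COQ2 (−0.55), COQ3 (−0.85), TXN (−0.46) and DHFR (−1.27) fell, and NQO1, a quinone reductase, rose (0.53). Each of these 5 named genes failed edgeR's quasi-likelihood test without the MCF-7 pair and also without the MCF-7-CD36 pair. No iron utilization gene passed in the MCF-7 lines with this test (7 of 24 at an unadjusted p under 0.05, and 1 with DESeq2). After PA the ssGSEA score of the NRF2 list was 0.495 in SUM-159, 0.503 in SUM-159-CD36, 0.401 in MCF-7 and 0.410 in MCF-7-CD36. That of iron utilization was 0.264, 0.263, 0.261 and 0.253 in the same order, that of coenzyme Q10 0.252, 0.253, 0.233 and 0.238, that of thioredoxin 0.424, 0.446, 0.430 and 0.423, and that of BH4 0.152, 0.128, 0.223 and 0.209.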

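The GSVA score of the KEGG ferroptosis list was higher after PA in SUM-159, SUM-159-CD36 and MCF-7-CD36 cells, and lower in MCF-7 cells. It went from −0.351 to 0.347 in SUM-159 and from −0.157 to 0.155 in SUM-159-CD36. In the MCF-7 lines, scored on their own, it went from 0.0463 to −0.0124 in MCF-7 and from −0.199 to 0.238 in MCF-7-CD36. The differences with PA were thus 0.698 in SUM-159, 0.311 in SUM-159-CD36, −0.0587 in MCF-7 and 0.437 in MCF-7-CD36. GSVA ranks each gene across the libraries scored together, here the 4 of a cell line, so scores cannot be compared between the SUM-159 and MCF-7 lines on this scale. Scored over all 8 libraries, the differences with PA were 0.536 in SUM-159, 0.291 in SUM-159-CD36, −0.0340 in MCF-7 and 0.181 in MCF-7-CD36. With ssGSEA, which scores each library alone, the difference in MCF-7 was 0.0144 and so had the other direction, as it did with GSVA and no filter on low counts (0.0182). The scores were not tested.

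**Figure D4:**
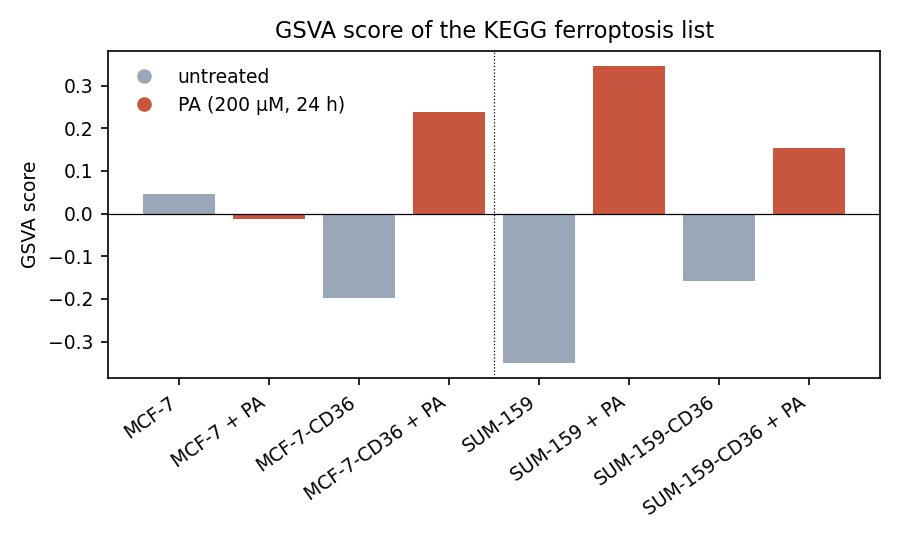
GSVA score of the KEGG ferroptosis list in each library, as bars from 0, scored within the 4 libraries of each cell line, with a dotted line between the MCF-7 and the SUM-159 lines. The PA-treated library has the higher score in every pair except MCF-7.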

We further validated the increased expression of ferroptotic target genes, especially Heme oxygenase-1 (HMOX1), spermidine/spermine *N*^*1*^-acetyltransferase 1 (SAT1), and acyl-CoA synthetase long-chain family member 1 (ACSL1) following PA treatment (Fig. 6A, G). 

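HMOX1, SAT1 and ACSL1 all rose with PA over the SUM-159 lines. HMOX1 (ENSG00000100292, chromosome 22, 35776354 to 35790207), which releases iron from heme, was at 130 CPM in SUM-159 and 943 CPM in SUM-159 + PA, and at 253 CPM and 1458 CPM in the SUM-159-CD36 pair. SAT1 (ENSG00000130066, chromosome X, 23801290 to 23804343), which acetylates spermidine and spermine, was at 25.5 and 167 CPM in the SUM-159 pair and at 22.8 and 161 CPM in the SUM-159-CD36 pair. ACSL1 (ENSG00000151726, chromosome 4, 185676749 to 185747972), which activates long-chain fatty acids such as palmitate, was at 206 and 723 CPM in the SUM-159 pair and at 159 and 375 CPM in the SUM-159-CD36 pair. The ratio of HMOX1 with PA was 7.25 (7.06 to 7.46) in SUM-159 and 5.78 (5.68 to 5.88) in SUM-159-CD36, that of SAT1 was 6.55 (6.16 to 6.98) and 7.04 (6.65 to 7.46), and that of ACSL1 was 3.51 (3.43 to 3.59) and 2.36 (2.31 to 2.42). The log2 fold change over both pairs was 2.69 for HMOX1 (standard error 0.29, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test), 2.76 for SAT1 (standard error 0.21, adjusted p = 1.6e-04 from the same test) and 1.53 for ACSL1 (standard error 0.16, adjusted p = 4.5e-04 from the same test). The PA effect was not shown to differ between SUM-159-CD36 and SUM-159 for HMOX1 (log2 difference −0.33, standard error 0.44, adjusted p = 0.86 from the same test), SAT1 (0.10, standard error 0.34, adjusted p = 1.0 from the same test) or ACSL1 (−0.57, standard error 0.19, adjusted p = 0.24 from the same test). In the MCF-7 pair the ratio with PA was 2.60 for HMOX1, 1.74 for SAT1 and 1.23 for ACSL1, and in the MCF-7-CD36 pair it was 7.14, 3.45 and 1.63.

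**Figure D5:**
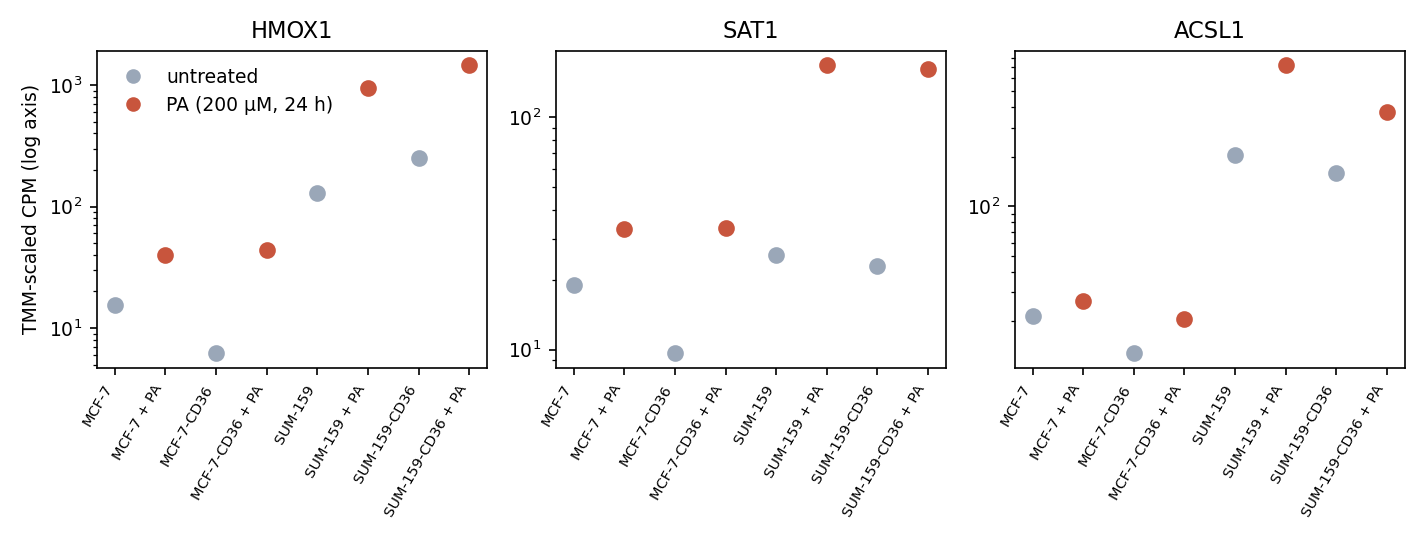
Level of HMOX1, SAT1 and ACSL1 in each library, in CPM on a log axis, with grey points for untreated and red points for PA-treated cells. In each of the 4 pairs the PA-treated library has the higher level of all 3 genes.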

The combination of PA to OL, to SSO, or to siRNAs targeting CD36 inhibited the upregulated expression of those ferroptosis related-genes (Fig. 6G). We also studied the consequences of PA treatment on the expression of other well-known ferroptosis-related genes and found that PA induced a decreased expression of two key anti-ferroptotic genes: the gluthatione peroxidase 4 (GPX4) and the ferroptosis suppressor protein 1 (FSP1) and an enhanced expression of two key pro-ferroptotic genes: the arachidonate 15-lipoxygenase (ALOX15) and the acyl-CoA synthetase long chain family member 4 (ACSL4). The differential expression due to PA treatment was inhibited by the combination with OL (Fig. S6E).

To further validate the role of CD36 in PA-induced ferroptosis of TNBC, we generated efficient stable-transfected cell line overexpressing the CD36 protein from another TNBC cell line: the MDA-MB-231 (MDA-MB-231-CD36). The CD36 mRNA and protein overexpression were validated by RT-qPCR and flow cytometry (Fig. S7A). We found that CD36 overexpression increases MDA-MB-231 sensitivity towards PA (Fig. S7B). We then evaluated the expression of the previously identified ferroptotic related genes HMOX1, SAT1, and ACSL1. We found similar results in MDA-MB-231 overexpressing CD36 as in SUM-159, except for ACSL1, which did not have its expression impacted by PA treatment (Fig. S7C).

### LAR is a TNBC subtype sensitive to CD36-induced ferroptosis

We finally evaluated the expression of CD36 in a large cohort of patient-derived xenograft (PDX) derived from breast cancer patients classified in six different triple negative subgroups according to Lehmann classification [27] (Fig. 6H). We found that CD36 was particularly expressed in the PDX coming from TNBC of the LAR subtype, which is known to be more sensitive to ferroptosis [22]. Thus, we validated these observations in patient databases and chose to use the transcriptomic data of two cohorts coming from the TCGA and from Jovanović et al. [28] (Fig. 6I–K). Jovanović’s cohort was classified according Burstein classification [29]. We validated an enrichment of ferroptosis in the LAR subtype (Fig. 6I). Concomitantly, we found CD36 particularly expressed on this subtype in both cohorts, validating its role in the ferroptotic process in TNBC (Fig. 6J, K).

## Discussion

Breast cancer is the most prevalent cancer among women [1]. Thus, identifying new predictive and prognostic markers as well as new therapeutic targets in order to effectively counteract the development of severe forms of this cancer is mandatory. It will help reduce the adverse effects induced by traditional anti-cancer treatments such as chemotherapy.

Here, through in vitro studies, patient-derived xenografts, and patient databases, we identified CD36 as a potentially interesting marker for the sensitivity of TNBC cells to PA-induced ferroptosis.

CD36 is well-known for its role in free FA transport in all cells with a metabolic role. In cancer, CD36 is found to be overexpressed at a metastatic state in numerous carcinomas, including breast cancer [4, 8, 30]. CD36 appears to play an ambivalent role in tumor progression with pro- and anti-tumoral roles [6]. Indeed, on one hand, CD36 promotes ferroptosis in key anti-tumor immunity cells, CD8 + T lymphocytes, by increasing their uptake of polyunsaturated fatty acids (PUFAs), thereby altering their cytokine production and anti-tumor activity, thus promoting tumor progression [31]. On the other hand, it was shown in a colon cancer model that CD36, by favoring the uptake of PA, directly promotes the sensitivity of the cancer cells themselves to ferroptosis [32].

Interestingly, recent data have demonstrated the importance of FA availability and composition of the tumor microenvironment in the ability of cancer cells to execute the ferroptotic program [33]. Indeed, many studies have pointed out the role of PUFAs, which are sensitive to peroxidation, and the counteracting role of monounsaturated FAs, particularly OL, in the limitation of this peroxidation [33–35]. The increased level of those PUFAs could be due on one hand, to an increased biosynthesis linked to a high expression of the fatty acid desaturases 1 and 2 (FADS1/2) as shown in TNBC [36]. On the other hand, PUFA level can also be influenced by an increased uptake of exogenous FA due to an increased expression of FA transporter such as CD36 [12]. Nevertheless, recent studies have shown that not only PUFAs but saturated FAs, especially PA, could be involved in ferroptosis. Indeed, Guo et al. also highlighted the ability of PA to induce ferroptosis through ceramide synthesis and the inhibition of GPX4, a master regulator of ferroptosis [37]. Concomitantly, recent studies have highlighted the ability of PA to induce ferroptosis in numerous cell types, such as cardiomyocytes [38], pancreatic β-cells [37], and even colon cancer cells [32].

However, this question has not yet been addressed in breast cancer. Thus, we studied the possible role of PA in the induction of ferroptosis in breast cancer cells through CD36. Our data showed that luminal breast cancer cells were less sensitive towards PA compared to TNBC cells, which could be explained at least in part by their differential uptake of this FA. Although PA only induced apoptosis in luminal cells, it triggers both apoptosis and ferroptosis in TNBC cells. This was consistent with a study highlighting that estrogen receptor-positive breast cancer cells, such as luminal A cancer cells, are resistant to ferroptosis [39]. This resistance is due to the upregulation of the subunits (SLC7A11 and SLC3A2) of the cystine/glutamate antiporter system x_c_- which imports cystine in exchange for glutamate, sustaining the production of glutathione and thus the function of GPX4 in those cells. Interestingly, estrogens, especially 17β-estradiol, have been recently shown to favor a resistance towards ferroptotic death through both genomic and non-genomic mechanisms [40].

Furthermore, the sensitivity of TNBC towards those two types of cell death demonstrates the presence of diversified subpopulations of TNBC cells that could undergo different types of cell death. Recent evidence also indicates a possible crosstalk between apoptosis and ferroptosis, especially through the induction of ER stress [41, 42].

We also found that SSO significantly inhibited cell death following PA treatment in SUM-159 and MCF-7 cells, confirming the involvement of CD36 in PA-induced apoptosis and ferroptosis in our models. We also confirmed those results by using CD36-siRNA on SUM-159. Collectively, these results suggest that CD36 expression could explain the sensitivity of SUM-159 towards PA-induced ferroptosis in contrast to MCF-7.

Our previous work has shown that TNBC cell lines exposed to conditioned media coming from adipocytes overexpressed CD36 [12]. We also showed that the secretome of differentiated adipocytes coming from tumor-bearing women was more enriched in PA and decreased in OL compared to the secretome coming from tumor-free breast adipose tissue [13]. Then, to uncover the specific role of CD36 in breast cancer cells' sensitivity towards ferroptosis, we overexpressed CD36 in luminal A and TNBC cells. This increased expression was not sufficient to induce ferroptosis in luminal A breast cancer cells. This could also be explained, in part by the fact that luminal A breast cancer cells, unlike our model of TNBC, are lacking expression of CD44, which has been shown to be the main effector of iron uptake, a key mechanism in the induction of ferroptosis [23, 43]. While this overexpression did increase the ferroptotic features in the TNBC cells, especially the lipid peroxidation. This higher peroxidized lipid level was also observed following erastin-2 and RLS3-induced ferroptosis in TNBC overexpressing CD36 cells, suggesting that CD36 itself favors the ferroptotic process independently of PA. In line with our results, a recent study has shown the ability of CD36 to regulate a glutathione-independent ferroptosis suppressor: ferroptosis suppressor protein 1 (FSP1) ubiquitination, thus favoring its degradation and inducing the ferroptosis process [44]. Concomitantly, another recent study has shown that a PARP inhibitor could limit the formation of omental metastasis from ovarian cancer cells through the upregulation of CD36, leading to ferroptosis induction [45].

We then found that PA treatment combined with CD36 overexpression increases mitochondrial ROS production, TfR1 protein expression, and the iron content of TNBC cells overexpressing CD36 compared to the wild-type TNBC. This highlighted a specific role of the fatty acid transporter CD36 in the induction of PA-induced ferroptosis in TNBC.

To better unravel the molecular mechanisms leading to ferroptosis following CD36 overexpression, we performed transcriptomic analyses and therefore identified ferroptosis as an enriched pathway, especially in CD36-overexpressing TNBC following PA treatment. In addition, our findings demonstrated the activation of the iron uptake and ROS pathways. We specifically identified three genes implicated in ferroptosis and enriched in our models: HMOX1, SAT1, and ACSL1.

A recent study has described the role of HMOX1 in ferroptosis due to its function of heme decomposition leading to Fe^2+^ release [46]. This is consistent with our previous results showing an increased iron pool in CD36-overexpressing TNBC cells following PA treatment. Moreover, SAT1 has been demonstrated as an inducer of arachidonate 15-lipoxygenase (ALOX15) expression, a key enzyme involved in lipid peroxidation of PUFAs, especially the arachidonic acid [47]. Finally, we identified ACSL1, which has been shown to favor ferroptosis through the incorporation of PUFAs, especially conjugated linoleates, into triacylglycerols, favoring their oxidation after exceeding a certain PUFA level [48]. We validated the increased expression of HMOX1 and SAT1 but not ACSL1 genes following PA treatment in another TNBC cell line overexpressing CD36 (MDA-MB-231-CD36), indicating the importance of these two genes in the ferroptosis process induced by CD36.

Finally, a recent report has shown that TNBCs have heterogeneous ferroptosis phenotypes according to their transcriptomic-base subtypes. Indeed, the authors showed that the TNBC LAR subtype, characterized by high expression of the androgen receptor, an increased ROS accumulation, and FA synthesis making LAR tumors highly sensitive to ferroptosis [22]. Interestingly, we found CD36 expressed at higher level in LAR subtype-patients derived-xenograft compared to the PDX coming from other TNBC subtypes, and we validated those observations using patients’ data coming from two databases.

We also found higher CD36 expression, but to a lesser extent than for LAR subtype, in mesenchymal-like subtype of TNBC (MSL and MES) also shown to be sensitive to ferroptosis due to their high iron uptake [22], validating the correlation between CD36 expression and ferroptosis.

All together, these data suggest a crucial role of CD36 in PA-induced ferroptotic cell death in TNBC through the increase of different hallmarks of ferroptosis, especially peroxidized lipid, mitochondrial ROS accumulation, and mitochondria morphology, as well as increased iron uptake leading to an increase Fe^2+^ content. Thus, CD36 could be a marker of TNBC cells with a high susceptibility towards ferroptosis, as illustrated here by the PA induction of this cell death. This could open new therapeutic strategies, increasing cancer cells' sensitivity to ferroptosis in breast cancer patients who are refractory to other anti-cancer therapies with high expression of CD36.

## Materials and methods

### Cell culture

MCF-7(#HTB-22), ZR-75.1 (#CRL-1500), and MDA-MB-231 (#HTB-26) cells obtained from American Type Culture Collection (ATCC, LGC Standards, Molsheim, France) were maintained in DMEM medium (Dulbecco modified Eagle’s medium) supplemented with 10% (*v/v*) FBS (fetal bovine serum). The SUM159PT cell line (provided by Philippe Benaroch, Cellular transport and immunity team, Curie Institute, Paris, France) was maintained in Ham’s F12 medium supplemented with 5% heat inactivated FBS, 10 mM HEPES, 1 µg/mL hydrocortisone, and 5 µg/mL of human insulin. The T47D (#HTB-133) and BT549 (#HTB-122) cell lines obtained from ATCC were maintained in RPMI 1640 medium supplemented with 10% (*v/v*) FBS (fetal bovine serum). Cell lines were regularly checked for mycoplasma contamination. All the cultures were maintained at 37 °C in a humidified incubator with 5% CO_2._

### Cell Transfection

Cells were transfected with the plasmid encoding CD36 (Sino Biological, Beijing, China) using the Lipofectamine 3000 reagent (Thermo Fisher Scientific, Waltham, Massachusetts, USA) for 48 h. Then, cells were placed in a selective medium containing hygromycin B (100 µg/mL for MCF-7 and 200 µg/mL for SUM-159 and MDA-MB-231). After selection, the drug-resistant cells were cloned, harvested, and stored.

### Transient siRNA transfection

SUM-159 cells were seeded into 12-well plates (1 × 10^5^ per well) in corresponding growth media containing 5% FBS to achieve 70% confluence. The following day, cells were transfected with 20 nM of siRNA targeting CD36 (sc-29995) from Santa Cruz Biotechnology (Santa Cruz Biotechnology, Dallas, Texas, USA) using Lipofectamine RNAiMAX Reagent from Thermo Fisher Scientific in Opti-MEM media from Gibco accordingly to manufacturer’s instructions for 48 h, refreshed every day before being treated or not with PA (200 µM) during 24 h. Control cells were treated with transfection reagent only. The functional analyses were performed 72 h after transfection.

### Cell viability assay

Cell viability was assessed by CellTiter Glo Luminescent Viability assay 2.0 (Promega, Madison, Wisconsin, USA). Briefly, 7 × 10^3^ cells seeded in a white 96-well plate in medium supplemented with 2% FBS, were treated with various concentrations of PA. After 24 h, 48 h, or 72 h of treatment, a CellTiter Glo assay was performed as recommended by Promega. Luminescence was measured in a microplate reader, Infinite 200Pro (Tecan^®^, Austria). All values are averages of at least three independent experiments done in duplicate. The IC_50_ values were calculated with the Excel software.

### Antibodies and reagent

Bodipy FL-C12 (D3822), Bodipy^TM^ 581/591 C11 (D3861), MitoSOX^TM^ Red (M36008), and Calcein-AM (C3100MP) were purchased from Thermo Fisher Scientific. Palmitic acid (P-9767), Ferrostatin-1 (SML0583), Erastin-2 (SML2794), OL (01383), QVD-Oph (SML0063), Necrostatin-1 (N9037), and Deferoxamine (DFO, D9533) were purchased from Sigma-Aldrich-Merck (Saint-Louis, MO, USA). RSL3 (S8155) was purchased from Selleckchem (Boston, Massachusetts, USA) and SSO (ab145039) from Abcam (Cambridge, UK). The following antibodies or probes were used: PE Annexin V Apoptosis Detection Kit with 7-AAD (640934, BioLegend, San Diego, California, USA), TfR1 (IM2001U, Beckman, Coulter, Brea, California, USA), CD36 (5114-PE100T, BioCytex, Marseille, France), HMRhoNox-M, Fe(II) (3317, Luminoprobe, Hunt Valley, Maryland, USA).

### Cell death induction and inhibition

Cells seeded at 1 × 10^5^ per well in a 12-well plate with medium supplemented with 2% FBS were pre-treated with the inhibitors QVD-Oph (pan-caspases inhibitor, 10 µM), Necrostatin-1 (RIPK1 inhibitor, 40 µM), Ferrostatin-1 (ferroptosis inhibitor, 5 µM), Sulfo-N-succinimidyl Oleate sodium (CD36 inhibitor, 100 µM). After 6 h exposure, cells were treated with PA (200 µM) combined or not with OL (100 µM) for 48 h. Cells were then washed with PBS, harvested with Accutase (Merck), and collected together with the cell culture medium. Cells were then double-stained with Annexin-V-PE and 7-amino-actinomycin D (7AAD) (PE Annexin V Apoptosis Detection Kit with 7-AAD; BioLegend). Cell death induction was recorded for the total population in a cytoFLEX (Beckman Coulter), and data were analyzed using FlowJo software.

### Lipid peroxidation assessment

Peroxidized lipid level was detected by determined using BODIPY^TM^ 581/591 C11 (Invitrogen) staining. For flow cytometry, cells were seeded at 1 × 10^5^ per well in a 12-well plate with medium supplemented with 2% FBS during 24 h before being treated as indicated. Then, cells were washed with PBS and detached with Accutase before being resuspended in PBS with 0.5% bovine serum albumin (BSA) and incubated with C11-BODIPY (5 µM) for 30 min with 5% CO_2_ at 37 °C. Fluorescence was assessed using a cytoFLEX cytometer (Beckman Coulter). For immunofluorescence staining, cells were rinsed three times with PBS before being incubated with BODIPY^TM^ 581/591 C11 dye in serum-free medium at 37 °C with 5% CO2 for 30 min before being visualized under a fluorescence microscope (Evos FL, Thermo Fischer Scientific) with objective ×40.

### Mitochondrial ROS measurement

Mitochondrial ROS level was determined using mitochondrial ROS sensor MitoSOX^TM^ Red (Invitrogen) staining. Cells were seeded at 1 × 10^5^ per well in a 12-well plate with medium supplemented with 2% FBS during 24 h. After being exposed to different treatments, cells were washed with PBS and detached with Accutase before being resuspended in PBS with 0.5% BSA. Then, cells were incubated with 5 µM of MitoSOX^TM^ Red dye in PBS with 0.5% serum at 37 °C with 5% CO_2_ for 30 min before being assessed in a cytoFLEX cytometer (Beckman Coulter).

### Flow cytometry analysis

For cell surface staining, cells cultured in medium supplemented with 2% serum and treated as indicated were detached with Accutase treatment and re-suspended in PBS supplemented with 0.5% serum. Cells were then incubated for 20 min at room temperature in the dark with the relevant antibody (CD36 or TfR1). Cells were then washed and suspended in PBS containing 0.5% serum prior to being analyzed by flow cytometry.

For each condition, at least 10,000 events were counted per sample. Data were recorded in a cytoFLEX cytometer (Beckman Coulter) and analyzed using FlowJo software.

### Immunofluorescence

SUM-159 cells were first rinsed three times with PBS. Next, they were fixed in 4% paraformaldehyde (PFA) for 30 min at room temperature. After fixation, cells were permeabilized with 0.1% Triton X-100 for 15 min, followed by blocking with 1% BSA for 30 min at room temperature. Following washing with PBS, the primary antibody, CD36 (5114-PE100T, 1:20 dilution, BioCytex), was added, and cells were incubated at 4 °C overnight. The next day, cells were washed three times with PBS, then were incubated with 4′,6′-diamidino-2-phenylindole (DAPI, 1 µg/mL) during 5 min at RT. Then slides were mounted with and visualized under a fluorescence microscope (Evos FL, Thermo Fischer Scientific) with objective ×40.

### Transmission electron microscopy (TEM)

Cells were seeded in 60 mm cell culture dishes (Corning, NY, USA) and treated with PA (200 µM) or RSL3 (5 µM) for 48 h. Then, samples were first fixed with 50% of culture medium and 50% of 2% PFA with 2% of glutaraldehyde Hepes buffer 0.1 M at pH 7.4 for 1 h before being fixed with 2% of paraformaldehyde (PFA) with 2% of glutaraldehyde Hepes buffer 0.1 M for one night at 4 °C. Then cells were washed with cacodylate buffer 0.1 M and then post-fixed with 1% osmium tetroxide in water for 1 h at RT. After dehydration and embedding in epoxy resin, blocks were cut with a UC7 ultramicrotome (Leica, Leica Microsystems SAS, Nanterre, France). Ultrathin sections were observed with a Hitachi HT7700 electron microscope (Milexia, Saint Aubin 91190, France) operating at 100 kV. Pictures (4096 × 4096 pixels) were taken with a Nanosprint12 camera. TEM was performed by the ICM quant facility (Paris Brain Institute).

### Iron dosage

For immunofluorescence staining, cells were plated and grown in the appropriate medium supplemented with 2% FBS 24 h before being treated as indicated. Live cells were then incubated for 1 h in medium containing Calcein-AM (2 µM) and Hoechst or RhoNox-M (5 µM) at 37 °C with 5% CO_2_. Then, cells were subsequently washed three times with PBS, and images were acquired using an EVOS microscope (Thermo Fisher Scientific).

For flow cytometry experiments, cells were prepared as indicated in the flow cytometry section and incubated for 30 min at 37 °C with Calcein-AM (10 µM) or Rhonox (5 µM) before being washed twice with PBS and suspended in PBS containing 0.5% serum prior to being analyzed.

### Quantitative real-time RT-PCR

The RNA was extracted by TRIzol reagent (ThermoFisher Scientific) from cells treated or not with 200 µM of PA during 24 h. Total RNA was extracted using the RNeasy^®^ Plus Micro Kit (Qiagen, Hilden, Germany). The RNA quantity and purity were determined using a Spectrophotometer DS-11 (Denovix, Wilmington, DE, USA). One microgram of total RNA from each sample was reverse transcribed, and the real-time RT-PCR measurements were performed, as described previously [49], using an apparatus Aria MX (Agilent Technologies, Santa Clara, CA, USA) with the corresponding SYBR^®^ Green kit, according to the Promega manufacturer’s recommendations. The data were analyzed using the comparative threshold cycle 2^−ΔΔCt^ method; the expression of 36B4 (RPL0) and β-actin was used to normalize the data (Table S1). The expression of the genes was expressed as the fold change in the samples, compared to the control condition. The gene specific primers were purchased from Sigma Aldrich-Merck and are listed in supplemental Table 1.

### RNA sequencing

RNA was extracted by TRIzol reagent (Thermo Fisher Scientific) from cells treated or not with PA (200 µM, 24 h). RNA integrity (RIN) was assessed using the RNA 6000 Nano kit (Agilent) and a Bioanalyzer 2100 system (Agilent). PolyA mRNA selection, cDNA libraries preparation, and sequencing were conducted by Novogene (Munich, Germany) using the Illumina NOVAseq X Plus platform. Differential expression analysis was performed using the DESeq2 R package (1.20.0). The resulting p-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *p*-value ⩽ 0.05 and a |log2(FoldChange)| ≥ 2 found by DESeq2 were assigned as differentially expressed. Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the cluster Profiler R package, in which gene length bias was corrected. GO terms with corrected *p*-value less than 0.05 were considered significantly enriched by differential expressed genes. Cluster Profiler R package has been used to test the statistical enrichment of differential expression genes in KEGG pathways. The figures were designed performed using NovoMagic, a free Novogene platform for data analysis. RNAseq data are deposited on the NCBI under accession number GSE306759.

### Patient-derived xenografts

Patient-derived xenografts (PDXs) of TNBC have been established from 54 patient breast tumors as previously described [50–52]. The TNBC molecular subtype according to the Lehman classification [27] was determined from gene expression data as detailed by Chen et al. [53]: basal-like 1 (BL1; *n* = 15), basal-like 2 (BL2; *n* = 7), immunomodulatory (IM; *n* = 4), mesenchymal (M; 4 *n* = 15), unstable (UN), not characterize (NA), mesenchymal stem-like (MSL; *n* = 5) and luminal androgen receptor (LAR; *n* = 8). Briefly, breast cancer fragments were obtained from patients conventionally treated by conserving surgery or mastectomy at the Institut Curie hospital, with their informed consent, between 2003 and 2023. Tumour fragments of 30–60 mm^3^ were grafted into the interscapular fat pad of 8- to 12-week-old female Swiss Nude mice Crl:NU(Ico)-Foxn1nu or CB17/ Icr-Prkdcscid/IcrCrl42-45 purchased from Charles River Laboratories (Les Arbresles, France). Mice were maintained in specific pathogen-free animal housing. Xenografts appeared at the graft site 2–8 months after grafting. They were routinely passaged by subcutaneous engraftment in Swiss Nude mice in accordance with national regulation and international guidelines [50, 54] and the rules of the French Ethics Committee: CEEA-IC (Comité d’Ethique en matière d’expérimentation animale de l’Institut Curie, National registration number: #118). (Project authorization no. 02163.02).

### Triple-negative breast cancer (TNBC) datasets

We queried the TCGA database in order to retrieve clinical as well as gene expression profiles of 158 TNBC. Clinical data and normalized read counts generated from RNA-sequencing were downloaded using cBioPortal [55, 56] and the TCGA2STAT R-package, respectively [57]. We retrieved for each sample from a previous publication [58] the corresponding molecular subtype as previously defined. We retrieved subtypes annotation and the level of CD36 gene expression in 95 TNBC from a previous cohort DFCI of patients included in a clinical trial at Dana Farber Cancer Institute [28].

### Bioinformatic analysis

Bioinformatics analyses were performed using Bioconductor packages in the R language [59] as well as the Jamovi (The jamovi project (2024). jamovi (Version 2.5) [Computer Software]. Retrieved from https://www.jamovi.org). Enrichment scores of previously published biological pathways related to ferroptosis [22, 60] were computed using the Gene Set Variation Analysis (GSVA) R package. The GSVA R package is a non-parametric unsupervised method for assessing gene set enrichment in gene expression microarray and RNA-seq data [61]. Unlike other methods that analyse differential pathways between two phenotypical groups, the GSVA tool allows for computing an enrichment score (ES) of a given gene set in each sample, with a bimodal distribution of ES. Default parameters were used (abs.ranking = false, tau = 1). This method, based on the Kolmogorov-Smirnov (KS) like random walk statistic, allows to produce a bimodal distribution of enrichment scores by generating non-zero maximum deviations under the null distribution. Contrary to alternative method based on a ‘competitive’ hypothesis, GSVA is based on ‘self-contained null hypothesis’ which analyzes each gene set in isolation, assessing differential expression of the gene set without comparing to a background [62, 63]. As described by the authors, the main strength of GSVA lies in its capabilities for analyzing single samples. Hierarchical clustering was performed using the Morpheus Software (https://software.broadinstitute.org/morpheus), with the Pearson correlation and average linkage method.

### Statistical analysis

Data were analyzed using one-way ANOVA test. Data are presented as means ± SD of three independent experiments. *p* values < 0.05 were considered significant.

## Supplementary information

Supplementary figure legends

Supplementary tables

FIGURE S1

FIGURE S2

FIGURE S3

FIGURE S4

FIGURE S5

FIGURE S6

FIGURE S7

## Data Availability

The RNA-sequencing data supporting this study have been deposited at the NCBI under accession number GSE306759.

# Supplementary material for: CD36 enhances sensitivity of triple negative breast cancer cells to palmitate-induced ferroptosis
**Source:** Cell Death Dis. 2026 Feb 11;17(1):219. doi: 10.1038/s41419-026-08460-3
**Supplement:** Supplementary file 1 — Supplementary figure legends

Supplementary Figure Legends

Figure S1. PA induces cell death in MCF-7 and SUM-159 cells. Cell death was determined by Annexin-V/7AAD co-labeling in MCF-7 and SUM-159 cells that were treated with PA (200 μ M) for 48 h. The Annexin-V/7AAD graph is representative of three independent experiments.

Figure S2. Palmitic acid promotes cell death in different subtypes of breast cancer cells. (A) ZR-75.1, T47D, BT549 and MDA-MB-231 cells were treated with increasing doses of PA (300, 500, 1000 and 2000 μ M for ZR-75.1) and (20, 30, 50 and 100 μ M for the three other cell lines) during 24 h, 48 h and 72 h. Cell viability was assessed by using ATP-based CellTiter-Glo® 2.0 assay. (B) Cell death was determined by Annexin-V/7AAD co-labeling in ZR-75.1, T47D, BT549 and MDA-MB-231 cells that were pre-incubated with fer-1 (5 μ M), QVD (10 μ M) or necro-1 (40 μ M) for 6 h and then were treated with PA (2 mM, 50 μ M, 20 μ M and 70 μ M respectively) for 48 h. Data are expressed as a mean $\pm$ SD (n=3). Data were analyzed by one-way ANOVA; ***p < 0.001; **p < 0.01; < 0.05 vs non treated.

Figure S3. Ferrostatin-1 does not inhibit PA induced mitochondrial ROS in MCF-7.

Mitochondrial ROS was measured with MitoSOX (5 μ M, 30 min) in MCF-7 cells that were pre-incubated or not with fer-1 (5 μ M, 6 h) before being treated with PA (200 μ M, 48 h). Data are expressed as a mean $\pm$ SD (n=3). Data were analyzed by one way ANOVA; ***p < 0.001; **p < 0.01; < 0.05 vs non treated.

Figure S4. Stearic acid increases CD36 expression.

CD36 protein expression was assessed by flow cytometry in SUM-159 cell lines cultured in the absence or in the presence of stearic acid (50 μ M) for 24 h. Data are expressed as a mean $\pm$ SD (n=3). Data were analyzed by student t-test; ****p < 0.0001 vs non treated.

Figure S5. Influence of CD36 overexpression on SUM-159 signaling pathways. KEGG pathway enrichment analysis of differentially expressed genes showing the significant pathways that had been altered in SUM-159 or SUM-159 CD36 cells following or not PA treatment (200 μ M, 24 h).

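SUM-159-CD36 cells held more transcripts of cholesterol synthesis than SUM-159 cells, and the fold change with PA was smaller for a part of their inflammatory genes. Of 24 cholesterol synthesis genes, 19 were higher in SUM-159-CD36 over both treatments and none was lower (22 higher and 1 lower when adjusted over the list alone). HMGCS1, which makes the precursor HMG-CoA, was 7.13-fold higher in untreated SUM-159-CD36 cells (log2 fold change 2.45 over both treatments, standard error 0.18, adjusted p = 3.6e-04 from edgeR's quasi-likelihood test). HMGCR, the rate-limiting enzyme, had a log2 fold change of 1.12 (standard error 0.09, adjusted p = 5.7e-04 from the same test) and MSMO1, a sterol oxidase, one of 1.70 (standard error 0.18, adjusted p = 0.0017 from the same test). PCSK9, which lowers the LDL receptor, was at 0.0231 CPM (1 count) in SUM-159 and at 45.7 CPM in SUM-159-CD36, a ratio of 1979 (355 to 78191). Genes of the opposite direction included 9 of 31 nuclear oxidative phosphorylation genes, with none higher (12 lower when adjusted over the list alone). Of 25 cytosolic ribosomal protein genes, a sign of RNA quality, 4 were lower and none was higher (7 lower when adjusted over the list alone), and in MCF-7-CD36 against MCF-7 2 were lower and none was higher (3 lower when adjusted over the list alone). As lists they were lower in both lines (adjusted p = 0.00172 and adjusted p = 3.54e-10 from camera with the preset correlation). They did not pass with an estimated correlation (adjusted p = 0.814 and adjusted p = 0.900 from camera), nor did any other of the 37 lists. Likewise 8 of 21 genes of the tricarboxylic acid cycle were lower and SUCLA2 was higher (11 and 1 when adjusted over the list alone). Of 7 adipocyte markers 4 were lower and none was higher, also when adjusted over the list alone. They were FABP4, a fatty acid-binding protein (log2 fold change −3.99, standard error 0.30, adjusted p = 9.1e-04 from the same test), PLIN4, CIDEC and PPARG.
Some genes were present in SUM-159-CD36 and nearly absent from SUM-159, or the reverse. BEX1, a small adaptor protein, was at 0.739 CPM in SUM-159 and 190 CPM in SUM-159-CD36. GLB1L2, a galactosidase-like protein, was at 0 and 6.90 CPM (at least 99.6-fold higher against a floor of 3 counts), and FOCAD, a focal adhesion protein, was at 0 and 3.08 CPM (at least 44.4-fold higher). SHANK3, a scaffold protein, was at 29.3 and 0.102 CPM, and KCNJ3, a potassium channel subunit, was at 1.48 and 0 CPM (at least 29.0-fold lower). In all, 3078 genes differed between SUM-159-CD36 and SUM-159 over both treatments (1493 higher, 1585 lower) by edgeR's quasi-likelihood test. By size alone, 642 of 14457 genes at 1 CPM or more differed 4-fold or more without PA (385 higher, 257 lower) and 516 of 14435 after PA (240 higher, 276 lower).
The response of inflammatory genes to PA differed between the lines. The chemokine gene CCL5 was at 0.185 CPM in SUM-159, 15.3 CPM in SUM-159 + PA, 39.7 CPM in SUM-159-CD36 and 96.6 CPM in SUM-159-CD36 + PA. Of 34 TNF and NF-κB inflammatory genes, 16 had a lower PA effect in SUM-159-CD36 than in SUM-159 and none a higher one (21 and 1 when adjusted over the list alone). A lower PA effect also held for 9 of 20 interferon-stimulated genes (15 when adjusted over the list alone) and 6 of 27 ATF4 and CHOP genes (15 when adjusted over the list alone). The difference in PA effect was −4.25 on the log2 scale for CXCL8 (standard error 0.32, adjusted p = 6.4e-04 from edgeR's quasi-likelihood test), −5.07 for CCL5 (standard error 0.44, adjusted p = 0.0011 from the same test), −2.69 for CHAC1, which degrades glutathione (standard error 0.35, adjusted p = 0.0081 from the same test), and −2.99 for ATF3 (standard error 0.42, adjusted p = 0.011 from the same test). Over both treatments, 6 inflammatory, 5 interferon-stimulated and 6 ATF4 and CHOP genes were higher in SUM-159-CD36 and none was lower (10, 9 and 7 when adjusted over the list alone). The ssGSEA score of the inflammatory list was −0.108 in SUM-159 and 0.035 in SUM-159-CD36 untreated, and 0.225 and 0.256 after PA. That of the ATF4 list was 0.294 and 0.359, then 0.471 and 0.479. For these lists the score after PA was thus not lower in SUM-159-CD36. For the interferon list it was 0.178 and 0.189 by ssGSEA, and 0.378 and 0.184 by GSVA. The lone untreated SUM-159 library enters both this comparison and that of the PA effects.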

Figure S6. CD36 overexpression does not impact the ferroptosis pathway in MCF-7 following PA treatment. (A) KEGG pathway enrichment analysis of differentially expressed genes showing the significant pathways that were altered in MCF-7 or MCF-7-CD36 cells following PA treatment (200 μ M, 24 h). (B) Heatmap showing the normalized ferroptosis-related pathway enrichment scores of MCF-7 (WT, CD36) cells and SUM-159 (WT, CD36) cells treated or not with PA (200 μ M) during 24 h calculated by ssGSEA. (C) Enrichment score of ferroptosis pathways for each sample calculated by ssGSEA. (D) mRNA expression level of GPX4, FSP1, ALOX15 and ACSL4 was measured in SUM-159 (WT, CD36) cells that were pre-incubated or not with OL (100 μ M, 30 min) before being treated with PA (200 μ M, 24 h). Data are expressed as a mean $\pm$ SD (n=3). Data were analyzed by one-way ANOVA; ***p < 0.001; **p < 0.01; < 0.05 vs non treated.

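In the MCF-7 lines, PA lowered cell cycle genes and raised part of the ATF4 and ER stress genes. Of 32 cell cycle genes, 29 fell and none rose (32 fell when adjusted over the list alone). RRM2 had a log2 fold change of −1.43 (standard error 0.10, adjusted p = 0.0039 from edgeR's quasi-likelihood test) and PCNA, the replication clamp, one of −1.07 (standard error 0.10, adjusted p = 0.0046 from the same test). Of 27 ATF4 and CHOP stress genes 11 rose and none fell (15 rose when adjusted over the list alone), with GDF15 at 2.30 (standard error 0.43, adjusted p = 0.025 from the same test). Of 24 ER chaperone genes 8 rose and none fell (17 rose when adjusted over the list alone), with HERPUD1 at 1.26 (standard error 0.20, adjusted p = 0.016 from the same test). Of 22 genes of PPAR targets and fatty acid oxidation, 4 rose and 1, HADH, fell (10 and 2 when adjusted over the list alone). Higher were ECH1, which isomerizes unsaturated acyl-CoA (log2 fold change 1.48, standard error 0.13, adjusted p = 0.0046 from the same test), ACADVL, ACAA2 and SLC25A20. HADH was named after its value was seen. Of the lists that serve as signs of RNA quality, 1 of 13 mitochondrially encoded genes fell and none rose (1 fell when adjusted over the list alone). Of 25 cytosolic ribosomal protein genes none passed (5 lower at an unadjusted p under 0.05, and 3 lower by DESeq2). As a list the latter were lower (adjusted p = 6.76e-04 from camera with the preset correlation), but not past the test with an estimated correlation (adjusted p = 0.708 from camera). With the estimated correlation 0 of 37 lists passed for PA in the MCF-7 lines.
Other single genes included EREG, a ligand of the EGF receptor (log2 fold change −2.80, standard error 0.28, adjusted p = 0.0051 from edgeR's quasi-likelihood test), DUSP4, a MAP kinase phosphatase (3.59, standard error 0.36, adjusted p = 0.0051 from the same test), and PGR, the progesterone receptor (−1.67, standard error 0.13, adjusted p = 0.0047 from the same test). CPA4, a carboxypeptidase, passed at near 0 levels (0 CPM in untreated, 0.165 CPM in treated MCF-7 and 0.0161 CPM in treated MCF-7-CD36). Of 22 mesenchymal markers typical of SUM-159, 5 rose and none fell (6 rose when adjusted over the list alone). They were TGFBI, an extracellular matrix protein at 0.597 and 3.49 CPM in the MCF-7 pair and 0.315 and 7.25 CPM in the MCF-7-CD36 pair, COL4A2, SERPINE1, LOXL2 and, named after its value was seen, EGFR. Of 11 fatty acid synthesis genes, ACSS2 and SCD rose and none fell (5 and 2 when adjusted over the list alone). In all, 1546 genes passed the test, 676 higher and 870 lower. This count depends on which pairs are in the fit, and 4667 genes passed in a fit of the 4 MCF-7 libraries alone. A fit without a pair takes its spread from the SUM-159 pairs alone. Without the MCF-7 pair 9 genes passed and without the MCF-7-CD36 pair 0 did (2738 and 1849 at an unadjusted p under 0.05), against 2495 by DESeq2 on both pairs. Without the pair block 0 passed (3036 at an unadjusted p under 0.05). Of the genes named here, none passed without the MCF-7-CD36 pair, and without the MCF-7 pair DUSP4 and TGFBI did. By size alone, 56 of 14761 genes differed 4-fold or more in the MCF-7 pair (39 higher, 17 lower) and 142 of 14747 in the MCF-7-CD36 pair (109 higher, 33 lower).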

Figure S7. CD36 overexpression increases PA sensitivity and ferroptosis-related genes expression in MDA-MB-231. (A) Validation by qRT-PCR and by flow cytometry of the overexpression of CD36 in MDA-MB-231 (WT, CD36). (B) MDA-MB-231 (WT, CD36) cells were treated with increasing doses of PA (10, 20, 30, 50 and 100 μ M) during 48 h. Cell viability was assessed by using ATP-based CellTiter-Glo® 2.0 assay. (C) mRNA expression level of HMOX1, SAT1 and ACSL1 was measured in MDA-MB-231 (WT, CD36) pretreated with OL (35 μ M, 30 min) or SSO (100 μ M, 6 h) before being treated with PA (70 μ M, 24 h). Data are expressed as a mean $\pm$ SD (n=3). Data were analyzed by one-way ANOVA; ***p < 0.001; **p < 0.01; < 0.05 vs non treated.

# Supplementary material for: CD36 enhances sensitivity of triple negative breast cancer cells to palmitate-induced ferroptosis
**Source:** Cell Death Dis. 2026 Feb 11;17(1):219. doi: 10.1038/s41419-026-08460-3
**Supplement:** Supplementary file 2 — Supplementary tables

Supplementary Tables

Table S1. List of primers used in the present study.

Gene	Foward	Reverse
CD36	TGGTACAGATGCAGCCTCAT	AGGCCTTGGATGGAAGAACA
TfR1	AAAATCCGGTGTAGGCACAG	TTAAATGCAGGGACGAAAGG
HMOX1	TCCGATGGGTCTTACACTC	TAAGGAAGCCAGCCAAGAGA
SAT1	CCGTGGATTGGCAAGTTATT	TCCAACCTCTTCACTGGAC
ACSL1	CCAGAAGGGCTTCAAGACTG	GCCTTCTCTGGCTTGTCAAC
GPX4	GCCAGGGAGTAACGAAGAGA	CAGCCGTTCTTGTTCGATGAG
FSP1	TGTGTGTGTACGTGCTTGTG	TGATGGCAGAGATTTGGGGT
ALOX15	GTGGAACAGTGTGGCCAT	AGTAAGGTCCCAGGTGATGC
ACSL4	GGTGGTTTTGCACTGGTGAT	CCCCTTCTGTTGTGCCAAA
βActine	GGACTTCG AGCAAGAGATGG	AGCACTGTGTTGGCGTACAG
36B4	GGACTTCG AGCAAGAGATGG	AGCACTGTGTTGGCGTACAG

Table S2. Ajdusted p-values of figure 3B.

Cell line	Condition	Adjusted P-value
MCF-7	NT vs PA	0.9971
	NT vs OL	0.9394
	NT vs PA + OL	>0.9999
SUM-159	NT vs PA	0.0131
	NT vs OL	0.9595
	NT vs PA + OL	0.6070

Table S3. Adjusted p-values of figure 3E.

Cell line	Condition	Adjusted P-value
MCF-7	PA vs PA + OL	<0.0001
	PA vs PA + fer-1	0.1381
	PA vs PA + QVD	<0.0001
	PA vs PA + QVD + fer-1	<0.0001
	PA vs PA + SSO	<0.0001
MCF-7-CD36	PA vs PA + OL	0.0057
	PA vs PA + fer-1	0.0830
	PA vs PA + QVD	0.0041
	PA vs PA + QVD + fer-1	0.0008
	PA vs PA + SSO	0.0013
SUM-159	PA vs PA + OL	<0.0001
	PA vs PA + fer-1	0.0001
	PA vs PA + QVD	<0.0001
	PA vs PA + QVD + fer-1	<0.0001
	PA vs PA + SSO	<0.0001
SUM-159-CD36	PA vs PA + OL	<0.0001
	PA vs PA + fer-1	<0.0001
	PA vs PA + QVD	<0.0001
	PA vs PA + QVD + fer-1	<0.0001
	PA vs PA + SSO	<0.0001
SUM-159 vs SUM-159-CD36	PA vs PA	0.017

How the deposited data were processed for this re-analysis (not part of the article)

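RNA from 8 cultures was sequenced, 1 for each of MCF-7, MCF-7-CD36, SUM-159 and SUM-159-CD36 cells without PA and after 24 h with 200 µM PA. The read counts are as deposited by the authors, who selected poly(A) RNA, sequenced it on the NovaSeq X Plus platform, aligned the reads with HISAT2 2.0.5 and counted them per gene with featureCounts 1.5.0-p3. The values are whole numbers and were taken as raw counts, with no normalization. The strand setting and the handling of reads that align to several places are not given in the sources used here. A gene that overlaps its neighbour, such as AIFM2 with H2AFY2, SOD2 with WTAP, DHFR with MSH3 or SQSTM1 with MGAT4B, may thus include reads of that neighbour. The notes with the counts name the build hg38, but the gene coordinates in the table are of the GRCh37 type, as 94.2% of 52234 genes lay over 10000 bases from their position in GENCODE on GRCh38. Coordinates are given as in the table.
Of 57905 genes, 40694 had at least 1 count and 22418 passed the filter of edgeR's filterByExpr (minimum count 10, minimum total 15). Library totals ranged from 41785400 in MCF-7-CD36 to 64430830 in SUM-159-CD36 + PA, so 1 CPM stood for 41.8 to 64.4 counts before TMM scaling. Counts were scaled with TMM factors. A comparison of a library with another is a ratio of scaled CPM with an exact 95% Clopper-Pearson interval for the counts, and it has no test. A gene with 0 counts in a library was set to a floor of 3 counts for that library, and its ratio is a lower bound.
Tests used R 4.3.3 with edgeR 4.0.16 (quasi-likelihood, with its default prior count for the tested fold changes). A prior count of 2 was used for the log2 CPM values, from which the log2 ratios of pairs were taken. The fit had 6 coefficients, for the 4 backgrounds and a PA term for each cell line, with 2 residual degrees of freedom. It tested the PA effect in each cell line, the difference between these effects, and the CD36 line against its parental line over both treatments. A fit with 7 coefficients and 1 residual degree of freedom tested whether the PA effect differed between SUM-159-CD36 and SUM-159. The p-values were adjusted over all tested genes by the Benjamini-Hochberg method at a threshold of 0.05. The biological coefficient of variation was 13.3%. The tests were also run on simulated data, in which 54%, 78%, 36% and 62% of 50 genes with a log2 change of 1, 2, −1 and −2 were called, with 6 calls among 22218 genes that had no change. These data had far fewer changed genes than were called here, and no difference in PA effect between the pairs of a line. Their rates thus do not carry over to the real libraries.
The 37 gene lists, with 646 distinct symbols, were compiled from general knowledge of each pathway, the KEGG ferroptosis pathway included (41 listed, 38 tested). The paper's own gene sets are not given as lists. Lists were tested with camera from limma 3.58.1 (preset correlation 0.01, or an estimated correlation). For each pair of libraries, the median log2 ratio of all tested members was set against 10000 random lists of genes of like expression (within 200 ranks). No minimum CPM applied to these medians, so members with few counts are included. GSVA and ssGSEA scores came from gseapy 1.3.1 in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.
Genes were named by a rule: the 15 genes that the paper names, up to 4 members of each list for each comparison, and the 5 genes with the largest change in each direction at a mean log2 CPM of at least 2, which gave 357 genes. Genes outside the rule are marked where they are named.
The alternatives were median-ratio size factors, library totals alone, no filter on low counts, DESeq2 1.42.0, the paper's stated rule with its log2 threshold of 2, no background block, only the 4 libraries of a cell line, leaving out each pair, a minimum CPM of 5, an extended ferroptosis list, the list without HMOX1, SAT1 and ACSL1, GSVA over all 8 libraries, ssGSEA and camera with an estimated correlation. Leaving out pairs from the comparison of CD36 lines with their parental lines, and ratios relative to the RT-qPCR references ACTB and RPLP0, were added after the data had been seen. A fit without a pair took its spread from the pairs of the other cell line, so the pair that remained was judged by that spread. No library and no gene that passed the filter was left out of the main tests. RT-qPCR, protein, lipid and viability data were not analysed here.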

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

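The test of members shared with the ATF4 and NRF2 lists, the scaling test of GPX4 and the TFRC and GPX4 ratios relative to ACTB alone or RPLP0 alone were chosen after the results were seen.
The PA effect differed between the SUM-159 and the MCF-7 lines for 4433 genes, by edgeR's test of the difference itself. The labels name the type of medium of SUM-159 cells for every library, while the paper keeps MCF-7 cells in another medium, so the medium of the MCF-7 libraries is unclear and cell line and medium are not separated here. The paper also finds SUM-159 cells more sensitive to PA than MCF-7 cells. At the shared dose of 200 µM, the degree of toxicity is thus not separated from the cell line either. Values are log2 PA effects in the SUM-159 lines minus those in the MCF-7 lines. Of 24 ER chaperone genes 23 had higher values and none lower ones, and of 27 ATF4 and CHOP genes 17 and 1. The signs of RNA quality differed as well. Of 13 mitochondrially encoded genes 4 had lower values and none higher ones. Of 25 cytosolic ribosomal protein genes none passed (10 higher at an unadjusted p under 0.05, and 1 higher by DESeq2). Single genes with higher values were HSPA5 2.55, HERPUD1 2.20, GDF15 3.21, ATF3 3.25, PPP1R15A 3.22, the proapoptotic genes PMAIP1 3.32 and HRK 3.31, and the autophagy genes GABARAPL1 1.86 and SQSTM1 1.82. Of 24 iron utilization genes 2 had higher and 5 lower values, of 14 thioredoxin genes 2 and 5, of 20 glutathione and cystine genes 6 and 0, and of 23 NRF2 and oxidative stress genes 6 and 2. Single genes with higher values were SAT1 1.49, SLC3A2 2.58, SLC39A8 2.39, SLC11A2 0.82, SLC39A14 1.02, FTH1 0.69, COQ10B 1.45, AIFM2 0.55, SOD2 4.06, OSGIN1 2.01 and TXN 0.77. ALAD (−1.66), PRDX1 (−0.79), GCHFR (−1.76), DHFR (−0.76), SPR (−0.67) and STEAP3 (−0.70) had lower values. Among lipid and carbon metabolism genes, PLIN2 (3.91) and ACSL1 (1.03) had higher values, and FASN (−1.61), ACACB (−2.97), LDHA (−0.79), IDH2 (−1.34), ACSL3 (−0.57) and ECH1 (−0.74) lower ones. Of 32 cell cycle genes 6 had higher values, among them AURKB (0.76) and AURKA (0.73), and 9 had lower ones, among them CCNE1 (−1.73), MCM4 (−1.06) and PCNA (−0.64). AURKB and AURKA were named after their values were seen. Lower values were also those of HSPB1 (−1.90), CCN2 (−5.14), ACTB (−2.61), ZNF488 (−4.74), CPA4 (−7.94), DUSP4 (−1.71) and TGFBI (−4.62), while HID1 (5.11) and EREG (5.88) had higher ones. CPA4 was near 0 in the MCF-7 lines, so the size of its difference depends on the prior count.
The PA effect differed between SUM-159-CD36 and SUM-159 for 307 genes, by a test that takes these lone libraries to vary like the MCF-7 ones. The log2 difference was −1.18 for HSPA5, −2.99 for ATF3, −4.25 for CXCL8, −0.96 for PDK4, −1.46 for SLC39A8, −2.36 for SOD2, −1.23 for PMAIP1, −2.69 for CHAC1, −5.07 for CCL5, −3.09 for OAS2, 2.8 for EGR1 and 2.32 for DUSP6. For CXCL10 it was −11.92, a size that depends on the prior count because untreated SUM-159 had 0 counts.
Genes outside those the paper discusses were above the level of SUM-159 in untreated SUM-159-CD36 cells, with PCSK9 at 45.7 CPM, GLB1L2 at 6.90 CPM, FOCAD at 3.08 CPM and BEX1 at 190 CPM.
The ferroptosis list rose with PA in both SUM-159 pairs, and gene length was weighed against a rise of the pathway. Among lists matched on gene length the percentiles were 99.94 and 99.96, which argues against gene length. In SUM-159 the members outside the ATF4 and NRF2 lists still lay at percentile 99.83. In SUM-159-CD36 they lay at percentile 77.245, so that there the rise may come from members shared with those stress responses. Ferroptosis itself was not measured by these counts.
TFRC and GPX4 differed from the RT-qPCR direction or size, and a change of the reference genes was weighed. ACTB, a reference of the RT-qPCR, fell with PA in the SUM-159 lines. Relative to ACTB and RPLP0, the ratio of TFRC was 2.58 in SUM-159. Table S1 of the paper prints the same primer pair for 36B4 (RPLP0) and β-actin, so which of them was measured is not clear. Relative to ACTB alone the ratio of TFRC was 5.61, and relative to RPLP0 alone 1.18. How far the references account for its gap cannot be told apart from other causes, as the RT-qPCR was made on other cultures. In SUM-159 GPX4 was 2.44 relative to both references, 1.12 relative to RPLP0 alone and 1.30 with library totals alone, none of which is a fall. In SUM-159-CD36 it was 2.15, 0.854 and 1.05, so that RPLP0 as the only reference may account for a fall there and not in SUM-159. No biological explanation was tested.
The genes that differ between SUM-159-CD36 and SUM-159 may reflect CD36, a clone, or copy number. Of 433 windows of 50 neighbouring genes, 32 moved together in both pairs, against at most 1 in shuffled positions. This met the prediction for copy number differences, which may account for part of them. For PA in the SUM-159 lines the number was 27, against at most 10 in shuffled positions, and in the MCF-7 lines it was 1. As a 24 h treatment gave nearly as many windows in SUM-159, their number alone cannot tell copy number from other causes. The largest CD36 windows included neighbouring ones on chromosome 13, with median log2 ratios of 0.81 and 0.73 untreated and 0.84 and 0.75 after PA. Another there was lower (−0.59 and −0.58). Large ones for PA had medians of 0.62 and 0.32 on chromosome 4 and −0.50 and −0.52 on chromosome 12. Whether windows lay side by side was not tested. Of 317 genes past the test in both cell lines, against 180 for independent lists, 53.3% had the same direction (47.7% to 58.9%), so a shared effect of CD36 cannot be told apart from none. The interval takes genes as independent, which neighbouring genes that move together are not. CD36 and clone are confounded, which leaves an effect of CD36 open.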

How the results depend on the processing

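Leaving out pairs from the comparison of CD36 lines with their parental lines, and ratios relative to the RT-qPCR references, were chosen after the data were seen. In the gene tests run with alternatives, no gene past the test took the opposite direction in a comparison for which it is named. Untested ratios and medians did. The ferroptosis list median of MCF-7-CD36 against MCF-7 without PA, −0.18 and outside its random range (percentile 0.29), was 0.01 (percentile 55.4) without the ATF4 and NRF2 members. Score differences, which were not tested, changed sign: for PA in MCF-7 from −0.0587 to 0.0144 (ssGSEA) and 0.0182 (no filter on low counts), for CD36 in treated SUM-159 from −0.192 to 0.0047 (all 8 libraries), and for CD36 in treated MCF-7 from 0.2504 to −0.0005 (ssGSEA) and −0.0168 (extended list). Of the counts, medians, list tests and scores, 114 stayed within their limits and the following did not; where not stated, the cause was not tested.
With the paper's stated rule, which adds a fold threshold and so calls fewer genes, the counts were 1153 for PA in the SUM-159 lines, 92 for PA in the MCF-7 lines, 753 for the difference between these, 754 for SUM-159-CD36 against SUM-159, 224 for MCF-7-CD36 against MCF-7 and 98 for the difference in PA effect between SUM-159-CD36 and SUM-159. Without the background block 3168 genes passed for PA in the SUM-159 lines and 0 in the MCF-7 lines (edgeR, 3036 at an unadjusted p under 0.05, and 2495 by DESeq2 with the block). With no filter on low counts the counts were 3205 for PA in MCF-7, 2704 for CD36 in MCF-7 and 663 for the difference in PA effect, and with DESeq2 2495, 1985 and 199. With only the 4 MCF-7 libraries 4667 genes passed for PA. The fits that leave out a pair take their spread from the pairs of the other cell line alone, here SUM-159. Leaving out a pair, with fewer libraries, gave 0 (without the MCF-7-CD36 pair, 1849 at an unadjusted p under 0.05) to 9 genes (without the MCF-7 pair) for PA in MCF-7, and 64 (without the untreated pair) to 84 (without the PA-treated pair) for CD36 in MCF-7.
At a minimum of 5 CPM, which leaves fewer genes, 489, 396, 24 and 60 genes differed 4-fold or more with PA in SUM-159, SUM-159-CD36, MCF-7 and MCF-7-CD36, and with CD36 326 in untreated and 230 in treated SUM-159, and 91 and 83 in MCF-7. The ferroptosis list median with PA was 0.75 and 0.40 in SUM-159 and SUM-159-CD36 with the extended list, 0.42 and 0.16 without HMOX1, SAT1 and ACSL1, and 0.45 and 0.55 at 5 CPM or more. In untreated SUM-159-CD36 against SUM-159 it was 0.28 with the extended list. With an estimated correlation camera did not call the list (adjusted p = 0.451 for PA in the SUM-159 lines and 0.803 for the difference between cell lines), nor any other of the 37 lists.
For single named genes, most of those named after their values were seen left out, 744 comparisons with an alternative kept their side of the threshold, 119 lost the call and 8 gained one. Over all genes, 6298 of the 7937 past the test for PA in the SUM-159 lines kept call and direction without the SUM-159 pair and 6508 without the SUM-159-CD36 pair. The ratio of TFRC in SUM-159-CD36 against SUM-159, 1.09 and not tested, changed direction relative to ACTB and RPLP0 (0.895) and to ACTB alone (0.761). With PA in SUM-159-CD36, the untested ratio of ACSL4 went from 0.845 to 1.78 and 4.46 with these, and that of GPX4 from 1.02 to 0.854 relative to RPLP0 alone. Depth limits ratios of genes with few counts, as 1 CPM stood for 41.8 to 64.4 counts before TMM scaling.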

Differences from the paper's values

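The paper's values here were read by eye from its figures, and the alternatives, except the RT-qPCR references, were set before the data were examined. RT-qPCR was measured in other cultures by another method, so its values are set beside the RNA-seq ratios only as folds.
Against untreated SUM-159, HMOX1 in SUM-159-CD36 is about 0.3 in the paper (Fig. 6G, read by eye) and 1.94 here. SAT1 is about 18 in SUM-159 + PA and about 20 in SUM-159-CD36 + PA in the paper (Fig. 6G, read by eye), against 6.55 and 6.30 here. ACSL1 is about 6.7 and about 8.8 in the paper (Fig. 6G, read by eye), against 3.51 and 1.82 here. TFRC in SUM-159 + PA is about 5.2 (Fig. 2E, read by eye) and about 4.7 (Fig. 4F, read by eye) in the paper, against 1.34 here. TFRC is about 0.7 in SUM-159-CD36 and about 3 in SUM-159-CD36 + PA in the paper (Fig. 4F, read by eye), against 1.09 and 1.60 here. CD36 against the parental line is about 470 in MCF-7-CD36 (Fig. 3C, read by eye) and about 23 in SUM-159-CD36 (Fig. 3D, read by eye) in the paper, against 95.8 and 8.04 here. For each of these, neither median-ratio size factors nor library totals alone brought the value within 1.5 times the paper's, the limit used here.
Ratios relative to the RT-qPCR references, chosen after the values were seen, came within this limit for some. Relative to ACTB and RPLP0, a setting added after the data were seen, SAT1 (12.6) and ACSL1 (6.77) in SUM-159 + PA and TFRC in SUM-159-CD36 (0.895) and SUM-159-CD36 + PA (2.76) did. SAT1 (10.9) and ACSL1 (3.15) in SUM-159-CD36 + PA, TFRC in SUM-159 + PA (2.58), HMOX1 in SUM-159-CD36 (1.60) and CD36 in MCF-7-CD36 (119) and SUM-159-CD36 (6.62) did not. Relative to ACTB alone, also added after the data were seen, TFRC in SUM-159 + PA (5.61) and SUM-159-CD36 (0.761) and SAT1 (23.3) and ACSL1 (6.74) in SUM-159-CD36 + PA did. Relative to RPLP0 alone, also added after the data were seen, none did. The same settings opened gaps. HMOX1 in SUM-159 + PA is about 6 and in SUM-159-CD36 + PA about 9 in the paper (Fig. 6G, read by eye), against 7.25 and 11.2 here, 14.0 and 19.4 relative to ACTB and RPLP0, and 30.5 and 41.5 relative to ACTB alone. SAT1 in SUM-159-CD36 is about 1 in the paper (Fig. 6G, read by eye), against 0.895 here and 0.626 relative to ACTB alone.
The GSVA score of ferroptosis is about −0.2 in SUM-159, about 0.14 in SUM-159-CD36 and about 0.29 in SUM-159-CD36 + PA in the paper (Fig. 6F, read by eye), against −0.351, −0.157 and 0.1545 here. The paper scored published gene sets that its text does not list, and the KEGG list here was compiled separately. Scoring over all 8 libraries came within 1.5 times the paper's value for SUM-159-CD36 (0.138) and SUM-159-CD36 + PA (0.429), though the latter is no nearer to it than 0.1545. For SUM-159 it came nearer (−0.112) but stayed outside that limit, and it opened a gap for SUM-159 + PA (0.424, against about 0.28 in the paper, Fig. 6F, read by eye, and 0.347 within the cell line). The extended list, the list without HMOX1, SAT1 and ACSL1, and no filter on low counts reached none of the 3.
The log2 ratios with PA of HMOX1 (2.86 and 2.53), SAT1 (2.71 and 2.81) and ACSL1 (1.81 and 1.24) in SUM-159 and SUM-159-CD36 match Fig. 6A and 6B. ACSL1 is below the paper's stated log2 threshold of 2 in both pairs.
The paper places the enrichment of the ferroptosis pathway above all in SUM-159-CD36. Here 14 members were at least 2-fold higher with PA in the SUM-159 pair and 11 in the SUM-159-CD36 pair. Random lists of like expression had means of 3.80 and 3.47. Over genes at 1 CPM or more, 1748 of 14459 and 1429 of 14549 were at least 2-fold higher. These counts are not the paper's measure, which is enrichment among genes called at a log2 change of at least 2. The paper reports enrichment in SUM-159 and SUM-159-CD36 and not in MCF-7 and MCF-7-CD36. The list median, which is also not the paper's measure, lay at percentile 80.4 in the MCF-7 pair here. In the MCF-7-CD36 pair it lay above every random list of like expression, and at percentile 99.55 of lists matched on gene length. In that pair the 31 members outside the ATF4 and NRF2 lists had a median log2 ratio of 0.14 (percentile 96.7) and the 7 shared ones one of 0.97. The paper places iron utilization higher and thioredoxin lower in SUM-159-CD36. Here the ssGSEA score of iron utilization was 0.309 in SUM-159 and 0.286 in SUM-159-CD36, and that of thioredoxin 0.437 and 0.449, with lists that are not the paper's. By RT-qPCR the paper finds less GPX4 and FSP1 and more ALOX15 and ACSL4 after PA. Here GPX4 (log2 fold change 0.18, adjusted p = 0.21 from edgeR's quasi-likelihood test) and ACSL4 (0.01, adjusted p = 0.99 from the same test) did not pass, AIFM2 (FSP1) rose (0.73, adjusted p = 0.0013 from the same test), and ALOX15 had 0 CPM in SUM-159 with and without PA. The ratio of ACSL4 with PA was 1.20 in SUM-159 and 0.845 in SUM-159-CD36. With settings added after the data were seen, ACSL4 had the paper's direction in both lines relative to ACTB and RPLP0 (2.32 and 1.78) and to ACTB alone (5.06 and 4.46), and in SUM-159 only relative to RPLP0 alone (1.07 and 0.706). With the same settings added after the data were seen, GPX4 had the paper's direction only relative to RPLP0 alone in SUM-159-CD36 (0.854, and 1.12 in SUM-159), and AIFM2 in no case.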

Other observations

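Leaving out pairs from the comparison of CD36 lines with their parental lines was chosen after the results were seen.
With PA, the SUM-159 lines held more transcripts of a part of the genes of glutathione and cystine metabolism, cell death and autophagy, and fewer of a part of the heat shock proteins and mesenchymal markers, by edgeR's quasi-likelihood test. Counts in brackets are those adjusted over the list alone, and members were named after their values were seen where the rule did not name them. Of 20 glutathione and cystine genes 9 rose and 3, GPX8, GSTP1 and MGST2, fell (10 and 3). Of 10 iron storage and export genes FTH1, FTL and ACO1 rose and IREB2 and PROM2 fell (3 and 2), and without the SUM-159-CD36 pair IREB2 did not pass (adjusted p = 0.152). Of 6 lipoxygenase genes ALOXE3 and ALOX5AP rose and none fell (2 and 0), and ALOX5AP did not pass without the SUM-159-CD36 pair (adjusted p = 0.296). Of 14 genes of polyunsaturated fatty acids FADS3, ELOVL7 and ACSL1 rose and LPCAT3, MBOAT2, SCD5 and AGPAT3 fell (3 and 4). Of 24 cholesterol synthesis genes 7 rose and 5, MVK, FDFT1, EBP, DHCR24 and PCSK9, fell (7 and 6), of which MVK (adjusted p = 0.252) and PCSK9 (adjusted p = 0.539) did not pass without the SUM-159-CD36 pair. Of 25 apoptosis regulators 11 rose and 4, BMF, BCL2L1, APAF1 and BIRC5, fell (11 and 4), of which BMF did not pass without the SUM-159-CD36 pair (adjusted p = 0.188) and BCL2L1 not without the SUM-159 pair (adjusted p = 0.1125). PMAIP1, a proapoptotic BH3 protein, had a log2 fold change of 3.65 and HRK, another, one of 4.68. Of 20 p53 targets 9 rose and TP53I3 and FDXR fell (10 and 3), and TP53I3 did not pass without the SUM-159 pair (adjusted p = 0.224). Of 20 autophagy and lysosome genes 11 rose and TFEB and GBA1 fell (13 and 2), with GABARAPL1, which builds autophagosomes, at 2.85. Of 12 pyroptosis genes 6 rose and GSDMD and IL18 fell (6 and 2), and neither GSDMD (adjusted p = 0.0882) nor IL18 (adjusted p = 0.0664) passed without the SUM-159-CD36 pair.
Of 20 interferon-stimulated genes 8 rose and IFI6, IFI44L and OAS3 fell (9 and 3) with PA in the SUM-159 lines, by edgeR's quasi-likelihood test. Of 16 heat shock proteins HSPA1A, HSPA1B and DNAJB4 rose and 9 fell (3 and 10), with HSPB1, a small chaperone, at −1.55, and DNAJB4 did not pass without the SUM-159 pair (adjusted p = 0.220). Of 22 mesenchymal markers CD44, ZEB1, SNAI2, LOX and EGFR rose and 11 fell (5 and 12), with CCN2, a matrix protein, at −4.06, and EGFR did not pass without the SUM-159-CD36 pair (adjusted p = 0.0953). Of 20 luminal markers GATA3, XBP1 and SPDEF rose and KRT8, KRT18 and CELSR2 fell (3 and 3), and SPDEF did not pass without the SUM-159 pair (adjusted p = 0.204). Of 12 fatty acid transporters SLC27A4, SLC27A5, FABP5, GOT2 and CAV1 fell and none rose (0 and 5), and without the SUM-159 pair SLC27A4 (adjusted p = 0.0512), SLC27A5 (adjusted p = 0.0794) and GOT2 (adjusted p = 0.0609) did not pass. Of 7 adipocyte markers PPARG rose and CIDEC and CFD fell (2 and 2), and PPARG did not pass without the SUM-159 pair (adjusted p = 0.0534). Of 8 macrophage and blood cell markers CD163 and ITGAM rose and PTPRC and HBA1 fell (2 and 2), and CD163 (adjusted p = 0.0555) and HBA1 did not pass without the SUM-159 pair, nor PTPRC without the SUM-159-CD36 pair (adjusted p = 0.132). Of 4 metallothioneins MT1E fell (0 and 1). Of 25 cytosolic ribosomal protein genes none rose or fell (edgeR, 4 at an unadjusted p under 0.05, all higher, and 2 higher by DESeq2).
In MCF-7-CD36, a part of the interferon-stimulated, inflammatory and mesenchymal genes was lower than in MCF-7, and a part of the cell cycle genes higher. The mesenchymal list did not pass camera with the preset correlation (adjusted p = 0.0826), and no list passed with an estimated correlation (smallest adjusted p = 0.900). In all 1312 genes passed edgeR's quasi-likelihood test (479 higher, 833 lower), but 84 without the PA-treated pair and 64 without the untreated pair. Of 20 interferon-stimulated genes 8 were lower (13 over the list alone), with IFI44, an interferon-induced protein, at −2.54. Of 34 inflammatory genes CCL2, IL6, IL24, TNF and NFKB1 were lower (8 over the list alone), of 22 mesenchymal markers 7 were lower (7 over the list alone), and of 32 cell cycle genes 7 were higher (19 and 1 over the list alone). Without either pair CCL2, IL6, IL24, TNF and NFKB1 did not pass. ACSL4, which activates polyunsaturated fatty acids, was at −2.19 and did not pass without the untreated pair (adjusted p = 0.0920), and ACSL5 (−1.40) and SLC11A2 (−0.71) did not pass without either pair. NCAM2, an adhesion protein, was at −6.35 and KCNJ3 at 4.11.
ACTB, the cytoskeletal actin used as an RT-qPCR reference, had a log2 fold change of −2.24 with PA in the SUM-159 lines (standard error 0.11, adjusted p = 6.5e-05 from edgeR's quasi-likelihood test). Its ratio with PA was 0.238 in SUM-159, 0.189 in SUM-159-CD36, 1.37 in MCF-7 and 1.23 in MCF-7-CD36. RPLP0 (36B4), the other reference, was at 0.22 (adjusted p = 0.077 from the same test, with 0.0320 to 0.304 over the alternatives).
Windows of 50 neighbouring genes that moved together in both treatments numbered 33 of 433 between MCF-7-CD36 and MCF-7. Of 37 lists, camera with the preset correlation called 24 for PA in the SUM-159 lines and 19 in the MCF-7 lines, 16 for the difference, and 12 and 11 for CD36 in the SUM-159 and MCF-7 lines, and with an estimated correlation it called 0 in each (smallest adjusted p = 0.451, 0.686, 0.803, 0.767 and 0.900 with an estimated correlation).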
